# Mettl3-mediated m^6^A RNA methylation regulates the fate of bone marrow mesenchymal stem cells and osteoporosis

**DOI:** 10.1038/s41467-018-06898-4

**Published:** 2018-11-14

**Authors:** Yunshu Wu, Liang Xie, Mengyuan Wang, Qiuchan Xiong, Yuchen Guo, Yu Liang, Jing Li, Rui Sheng, Peng Deng, Yuan Wang, Rixin Zheng, Yizhou Jiang, Ling Ye, Qianming Chen, Xuedong Zhou, Shuibin Lin, Quan Yuan

## Abstract

N^6^-methyladenosine (m^6^A) is the most abundant epigenetic modification in eukaryotic mRNAs and is essential for multiple RNA processing events during mammalian development and disease control. Here we show that conditional knockout of the m^6^A methyltransferase *Mettl3* in bone marrow mesenchymal stem cells (MSCs) induces pathological features of osteoporosis in mice. *Mettl3* loss-of-function results in impaired bone formation, incompetent osteogenic differentiation potential and increased marrow adiposity. Moreover, *Mettl3* overexpression in MSCs protects the mice from estrogen deficiency-induced osteoporosis. Mechanistically, we identify PTH (parathyroid hormone)/Pth1r (parathyroid hormone receptor-1) signaling axis as an important downstream pathway for m^6^A regulation in MSCs. Knockout of *Mettl3* reduces the translation efficiency of MSCs lineage allocator Pth1r, and disrupts the PTH-induced osteogenic and adipogenic responses in vivo. Our results demonstrate the pathological outcomes of m^6^A mis-regulation in MSCs and unveil novel epitranscriptomic mechanism in skeletal health and diseases.

## Abstract (web summary)

mRNA modifications have been shown to regulate mammalian development and disease. Here the authors show that the m^6^A methyltransferase Mettl3 ensures translational efficiency of the mesenchymal stem cell lineage allocator Pth1r, promoting osteogenesis and protecting from osteoporosis.

## Introduction

Bone marrow mesenchymal stem cells (MSCs) are the common progenitors for osteoblasts and marrow adipocytes. The reciprocal balance between osteogenic and adipogenic differentiation of MSCs is under tightly spatiotemporal controls to safeguard skeletal health^1–3^. Aged-related osteoporosis is featured with low bone mass and excessive accumulation of adipose tissue in bone marrow milieu^1–3^. Under aging or other pathological stimuli such as hormone disorders, the bone marrow MSCs undergo preferential shift of differentiation towards adipocytes, resulting in the increase in marrow adiposity and progressive bone loss^1,4,5^. These alterations in bone micro-architecture lead to the increased skeletal fragility and susceptibility to fracture. However, the explicit mechanisms under which the lineage allocation of MSCs favors adipogenic to osteogenic lineage remain unclear.

N^6^-methyladenosine (m^6^A) is the most prevalent post-transcriptional internal mRNA modification that regulates the fine-tuning of a variety of biological processes^6–8^. In mammals, m^6^A is catalyzed by the methyltransferase complex consisting of an enzymatic subunit METTL3, a substrate recognition subunit METTL14 and a regulatory subunit WTAP^9–11^, and it can be erased by demethylases FTO and ALKBH5^12,13^. At molecular level, m^6^A marks are dynamically installed and removed from their regulated transcripts to adjust RNA metabolisms, including alternative splicing, RNA stability, and translation, in response to multiple signaling cues during normal cellular processes or under stress or diseases^14–19^. Alterations in expressions of m^6^A methylated transcripts subsequently affect the cellular function, identity and stemness of their residing cells^20–24^, determining cell fate in a context-dependent manner. Recent in vivo studies made great breakthroughs in deciphering the intriguing involvement of m^6^A in mammalian development. Aberrant m^6^A levels upon *Mettl3* and/or *Mettl14* deficiency attenuated cell cycle progression, and disrupted the proper lineage commitment and differentiation of functional stem cells, resulting in retarded neurogenesis, immune defects, and infertility^25–28^. Given the strong correlation of m^6^A with health and diseases, we focus on exploring the potential involvement of m^6^A in bone homeostasis, about which little was known.

By generating conditional knockout and knock-in mutant mice, we unveil a crucial effect of m^6^A functioning in modulating MSCs differentiation, and discover PTH/Pth1r signaling axis as an important m^6^A downstream mechanism pathway. Our findings provide a new insight in the pivotal regulatory role of m^6^A in skeletal health and diseases.

## Results

### Conditional deletion of *Mettl3* in MSCs leads to low bone mass and high marrow adiposity

To study the potential role of Mettl3 in bone marrow MSCs lineage allocation and bone diseases, we first examined the expression of Mettl3 in mouse bone tissues. Immunostaining showed that Mettl3 is prevalently expressed in the bone cells and bone marrow of mice, but absent in chondrocytes of the growth plate zone (Supplementary Fig. 1). Since genomic *Mettl3* knockout is embryonic lethal^20^, we generated *Mettl3* flox (*Mettl3*^*fl*/+^) mice using CRISPR/Cas9 technique (Supplementary Fig. 2a), and then bred *Mettl3*^*fl*/+^ mice with *Prx1-Cre* transgenic mice to obtain conditional homozygous *Mettl3* knockout mice, *Prx1-Cre;Mettl3*^*fl/fl*^ mice, as well as heterozygous *Mettl3* knockout mice, *Prx1-Cre;Mettl3*^*fl/+*^ mice (Supplementary Fig. 2b,c). *Prx1-Cre;Mettl3*^*fl/fl*^ mice were viable, though with a lower survival rate (Supplementary Fig. 2d), and exhibited a sex bias towards maleness (about 4.5:1), in consistent with previous studies^17,29^. They had smaller size, lighter weight and retarded growth features compared to their *Mettl3*^*fl/fl*^ control littermates at 4 weeks of age. Immunostaining of femur paraffin sections and western blot analysis proved the deletion of *Mettl3* was successful, which subsequently reduced the m^6^A level in MSCs (Supplementary Fig. 2e-g).

Micro-computed tomography (μCT) analysis of trabecular bone of the distal femur metaphysis revealed that bone mineral density (BMD) and bone volume/tissue volume ratio (BV/TV) were significantly reduced in *Prx1-Cre;Mettl3*^*fl/fl*^ and *Prx1-Cre;Mettl3*^*fl/+*^ male mice compared to their *Mettl3*^*fl/fl*^ littermates (Fig. 1a, b). In addition, *Mettl3* deletion also diminished the trabecular number (Tb.N), trabecular thickness (Tb.Th) and midshaft cortical thickness (Ct.Th), while increasing the trabecular separation (Tb.Sp) (Fig. 1b). Von Kossa staining of the undecalcified sections further confirmed the low bone mass phenotype of *Prx1-Cre;Mettl3*^*fl/fl*^ mice (Fig. 1c). Moreover, the *Mettl3* conditional knockout mice had slower mineral apposition rate (MAR) and bone formation rate (BFR), with also less osteoblast number (N.Ob/B.Pm) (Fig. 1e), suggesting that deletion of *Mettl3* in MSCs contributed to the impaired bone formation in mice. We also observed a more active osteoclast state in *Prx1-Cre;Mettl3*^*fl/fl*^ mice (Fig. 1d, e), supporting a faster bone tissue breakdown occurring in the *Mettl3* conditional knockout mice. *Mettl3* knockout only led to a slightly yet not significantly shortened growth plate and hypertrophic zones (Supplementary Fig. 3).

**Fig. 1:**
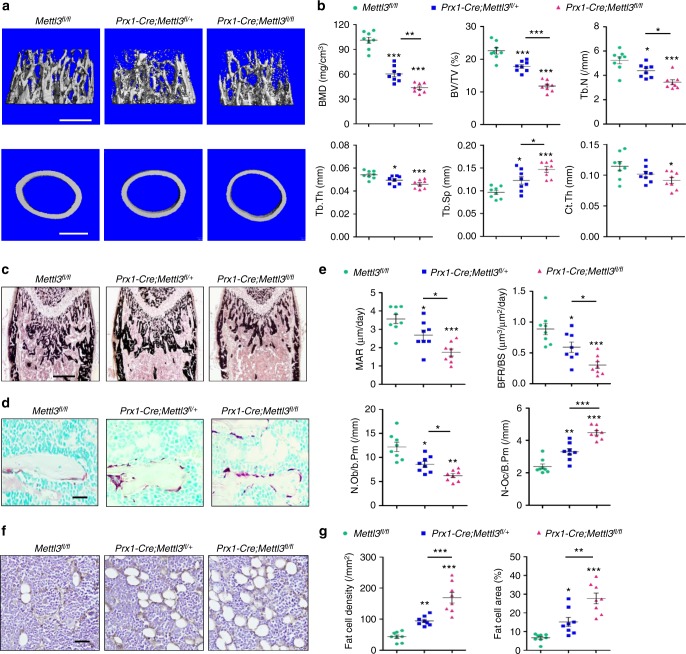
Deletion of *Mettl3* in MSCs leads to low bone mass and high marrow adiposity. **a** Representative μCT images of distal femurs and midshaft cortical bone. Scale bar, 500 μm. **b** Quantitative μCT analyses of distal end of femurs (*n* = 8). **c** Von Kossa staining of undecalcified sections of femurs. Scale bar, 500 μm. **d** TRAP staining of femur sections. Scale bar, 50 μm. **e** Histomorphometric analyses of trabecular bone from the femur metaphysic (*n* = 8). **f** Immunohistochemical staining of FABP4. Scale bar, 50 μm. **g** Number and area of adipocytes in the distal marrow per tissue area (*n* = 8). Data are expressed as mean ± s.e.m.; *P < 0.05, **P < 0.01, ***P < 0.001 by one-way ANOVA with Tukey’s post hoc test

Interestingly, we observed that the loss of bone mass is associated with apparently increased bone marrow adipose tissue (MAT) accumulation in the *Prx1-Cre;Mettl3*^*fl/fl*^ mice (Fig. 1f). Both the number and the density of marrow adipocytes were elevated in *Prx1-Cre;Mettl3*^*fl/fl*^ mice compared to their *Mettl3*^*fl/fl*^ controls (Fig. 1g). Overall, the skeletal manifestations of *Mettl3* conditional knockout mice resemble the pathological phenotypes of osteoporosis, implying a lineage allocation disorder in MSCs with low m^6^A methylation level.

### Loss of *Mettl3* in MSCs leads to compromised osteogenic potential and increased adipogenic differentiation

Next, we isolated MSCs from *Mettl3*^*fl/fl*^ and *Prx1-Cre;Mettl3*^*fl/fl*^ mice to verify their osteogenic and adipogenic potentials in vitro. The incompetent osteogenic differentiation ability of *Mettl3* deleted MSCs was evidenced by weaker alkaline phosphatase staining (ALP) activity and less calcium mineralization (Fig. 2a), and the downregulated expression of osteogenic markers, including *Runx2*, *Sp7*, *Alp*, and *Bglap* (Fig. 2b). On the contrary, the increased intensity of oil red O staining (Fig. 2c) and significantly elevated expression of adipogenic factors, including *Pparγ*, *Cebpα*, *Adipoq*, *Plin1*, and *CD36* (Fig. 2d), demonstrated the enhanced adipogenic potential of *Prx1-Cre;Mettl3*^*fl/fl*^ MSCs.

**Fig. 2:**
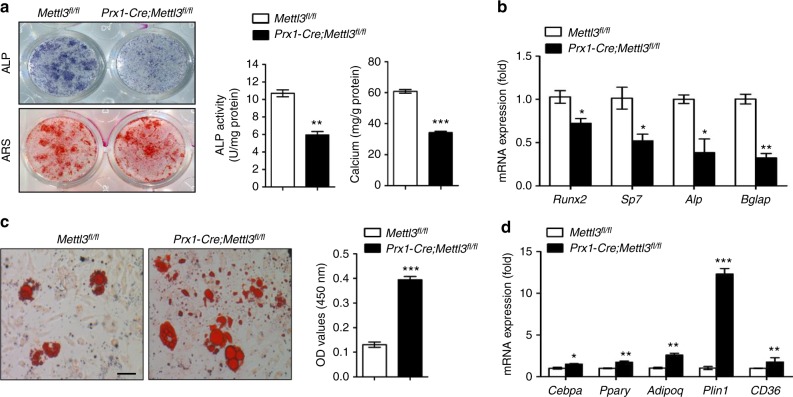
*Mettl3*-deficient MSCs exhibit compromised osteogenic potential and increased adipogenic differentiation. **a** Representative images and quantitative analyses of ALP and ARS staining of MSCs isolated from *Mettl3*^*fl/fl*^ and *Prx1-Cre;Mettl3*^*fl/fl*^ mice. **b** qRT-PCR analyses of the expression of *Runx2*, *Sp7*, *Alp* and *Bglap* under osteogenic condition. **c** Representative images and quantitative analysis of oil red O staining. Scale bar, 100 μm. **d** qRT-PCR analyses of the expression of *Cebpα*, *Pparγ*, *Adipoq, Plin1*, and *CD36* under adipogenic condition. Results are from three independent experiments. Data are expressed as mean ± s.e.m.; *P < 0.05, **P < 0.01, ***P < 0.001 by two-tailed Student’s *t* test

### Deletion of *Mettl3* in ***Lepr***^+^ MSCs results in bone impairment and marrow fat accumulation

We next sought to examine whether Mettl3 has comparable importance in a later stage of bone formation. To this end, we used *Lepr-Cre* line, which mainly targets at MSCs that majorly form bone tissues in adult bone marrow^30,31^. *Lepr-Cre;Mettl3*^*fl/fl*^ mice recapitulated osteogenic block and adipogenic promotion seen in *Prx1-Cre;Mettl3*^*fl/fl*^ mice. Deletion of *Mettl3* in *Lepr*^*+*^ MSCs led to less trabecular bone in distal femoral, with a decrease in the number and thickness of trabeculae, as presented by lower BMD, BV/TV, Tb.N, and Tb.Th (Fig. 3a, b). Histological examination revealed an increased abundance of adipose tissue in bone marrow milieu of *Lepr-Cre;Mettl3*^*fl/fl*^ mice in contrast to their *Mettl3*^*fl/fl*^ littermates (Fig. 3c, d). Quantitative analysis of fat cells showed that both the fat cell number and density of the mutants increased more than doubled that of the controls (Fig. 3e).

**Fig. 3:**
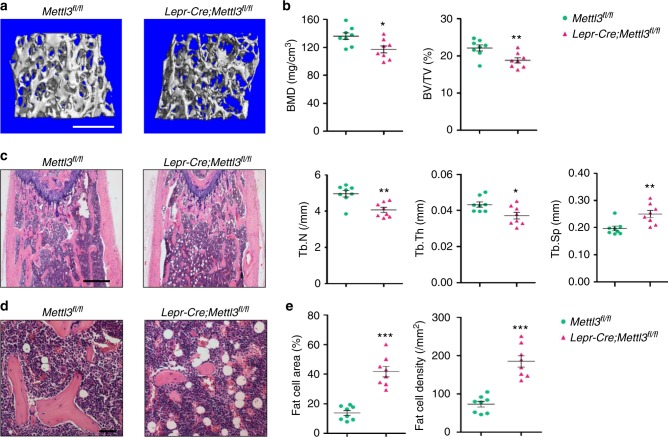
Deletion of *Mettl3* in *Lepr*^*+*^ MSCs results in bone impairment and marrow fat accumulation. **a** Representative μCT images of distal femurs of 4-month-old male mice. Scale bar, 500 μm. **b** Quantitative μCT analyses of distal end of femurs (*n* = 8). **c** H&E staining of femoral sections from *Mettl3*^*fl/fl*^ and *Lepr-Cre;Mettl3*^*fl/fl*^ male mice. Scale bar, 500 μm. **d** Representative H&E staining of femur sections exhibiting the marrow adipose tissue. Scale bar, 50 μm. **e** Number and area of adipocytes in the distal marrow per tissue area (*n* = 8). Data are expressed as mean ± s.e.m.; *P < 0.05, **P < 0.01, ***P < 0.001 by two-tailed Student’s *t* test

### Overexpression of ***Mettl3*** prevents estrogen deficiency-induced osteoporosis

Considering the pathologic effect of *Mettl3* deletion in triggering osteoporosis, we questioned whether *Mettl3* overexpression is capable to enhance skeletal health or prevent bone disorders. To this end, we generated the *Prx1-Cre* driven *Mettl3-tdTomato* knock-in mice (*Prx1-Cre;Mettl3*^*KI/KI*^) to conditionally overexpress *Mettl3* in MSCs (Supplementary Fig. 4a, b). *Prx1-Cre;Mettl3*^*KI/KI*^ mice were viable and born at an expected Mendelian ratio. To study the potential protective role of *Mettl3* overexpression in osteoporosis, 9-week-old *Prx1-Cre;Mettl3*^*KI/KI*^ female mice and their control littermates were subjected to ovariectomy (OVX), a classic model to induce the postmenopausal osteoporosis^32^, in which the estrogen deprivation upon postmenopause gave rise to imbalanced bone remodeling and increased marrow fat deposition^33^. Although *Prx1-Cre;Mettl3*^*KI/KI*^ mice did not exhibit significant change of bone mass in normal state, we observed a less decrease of trabecular bone density and bone volume in *Mettl3* knock-in mice after OVX, compared to their controls (Fig. 4a, b). The decline in Tb.N and Tb.Th, as well as the increase in Tb.Sp were less obvious when *Mettl3* was overexpressed (Fig. 4b). In addition, *Mettl3* overexpression elevated osteoblast numbers in mice following OVX without affecting the osteoclast activity (Fig. 4c-e). H&E staining and histomorphology analysis revealed an excessive accumulation of marrow adipocytes in ovariectomized control mice whilst the increase was minor in the ovariectomized *Prx1-Cre;Mettl3*^*KI/KI*^ mice (Fig. 4f, g).

**Fig. 4:**
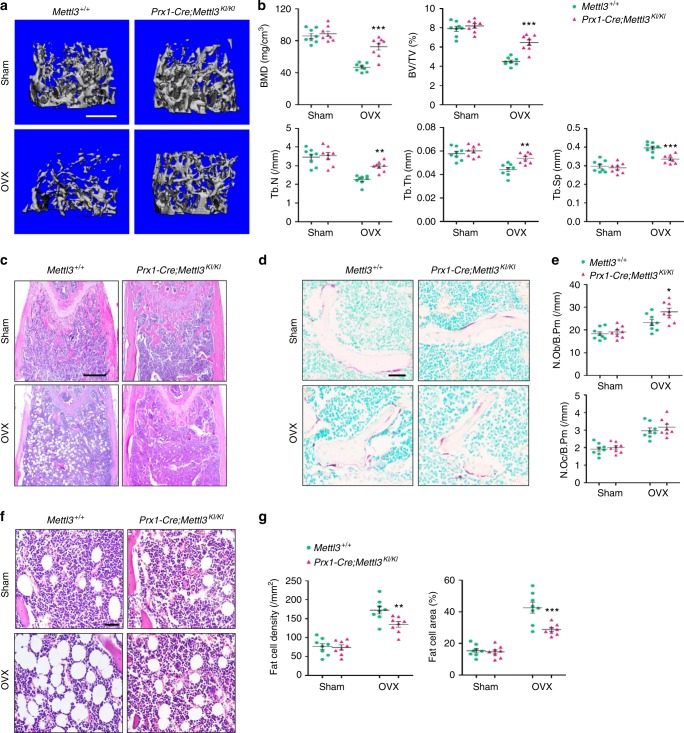
Overexpression of *Mettl3* in MSCs prevents estrogen deficiency-induced osteoporosis. **a** Representative images of μCT reconstruction of distal femurs. Scale bar, 500 μm. **b** Quantitative μCT analyses of metaphysis region of distal femurs (*n* = 8). **c** H&E staining of femoral sections from *Mettl3*^*+l+*^ and *Prx1-Cre;Mettl3*^*KI/KI*^ female mice following sham and OVX. Scale bar, 500 μm. **d** TRAP staining of femur sections. Scale bar, 50 μm. **e** Histomorphometric analyses of distal femurs following sham and OVX (*n* = 8). **f** Representative H&E staining of femur sections exhibiting the marrow adipose tissue. Scale bar, 50 μm. **g** Number and area of adipocytes in the distal marrow per tissue area (*n* = 8). Data are expressed as mean ± s.e.m.; *P < 0.05, **P < 0.01, ***P < 0.001 by two-way ANOVA with Bonferroni post tests

### m^6^A regulates the translation of parathyroid hormone receptor-1

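MeRIP-Seq recovers RNA fragments that carry N6-methyladenosine (m6A) with an antibody and sequences them beside the input RNA. Cultured bone marrow MSCs of mice supplied 2 m6A immunoprecipitates and 2 inputs, and the sample labels add 2 days in osteogenic medium, which the paper's text does not give. Polyadenylated RNA was fragmented before immunoprecipitation, and the bound fragments were eluted with free m6A. The authors deposited 1 list of 10160 peaks for these 4 samples. The paper refers to earlier publications for mapping and peak calling, and its text does not say whether the samples were pooled. The peaks therefore carry no replicate error, and the depth of the 4 samples is unknown. The paper's Supplementary Data 1 gives 9161 peaks, of which 1998 were held here, and that table was not used further. For each peak the deposited list gives its position, the pileup of fragments at the summit, the fold enrichment, and −log10 of the p-value and q-value, in the layout of MACS2 output. These are the authors' values and served only to describe and rank the peaks. Peaks were 200 to 6077 bp long with a median of 301 bp. The median pileup was 60 fragments, and the median fold enrichment was 4.03 in a range from 1.43 to 43.3. The median −log10 q-value was 14.2 and the lowest was 1.32. The paper's text does not name the genome build, and the chromosome names and gene positions are those of mm9. Each summit was placed on the GENCODE vM1 gene models of mm9, with coding sequence (CDS) taken before 3′UTR, 5′UTR, noncoding exon and intron where transcripts overlapped. The list gives no strand, so a peak took the strand of its gene. Where more than 1 gene had the same first category at a summit (92 peaks), the gene with the most RNA-seq counts was taken. Where overlapping genes gave different categories, the order of categories chose the gene.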

To dissect the underlying mechanism of Mettl3 in regulation of MSCs fate and bone formation, we performed the m^6^A MeRIP-Seq to identify the critical m^6^A targets in MSCs (Supplementary Data 1). 

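Of the deposited m6A peaks of MSCs, 9397 had their summit within an annotated gene and 763 (7.51%) did not. The latter include 35 peaks on unplaced sequence, which were not placed on a gene. Summits in CDS made up 56.7% of all peaks (95% Wilson interval 55.7% to 57.6%) and summits in the 3′UTR 23.6% (22.8% to 24.5%), together 80.3% (79.5% to 81.0%). The 5′UTR held 5.11% (4.70% to 5.55%), introns 5.24% (4.82% to 5.69%) and exons of noncoding transcripts 1.87% (1.62% to 2.15%). These intervals cover counting error only. Among the peaks within genes, the share in CDS was 61.3%, and it moved most when each gene was counted once per category, to 55.5%. The motif GGAC was searched on the transcript strand of the peaks within genes. At least 1 GGAC was present in 87.0% of them (Wilson interval 86.3% to 87.6%) and in 66.8% (66.1% to 67.4%) of 18794 flanking windows of the same width, a difference of 20.2 percentage points. Of the 256 possible 4-base sequences, GGAC had the largest such difference, whereas by the ratio of the shares it ranked 13 and CGGA ranked 1 (54.3% of peaks, 37.3% of flanking windows). Flanking windows can fall in introns. Against windows elsewhere in the same mature transcript, a background chosen after seeing the data, the difference for GGAC was 15.9 percentage points (88.8% of 8093 peaks, 72.9% of the windows).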

As shown in Supplementary Figure 5a-c, the “GGAC” sequence motif is enriched in the m^6^A sites identified in MSCs (Supplementary Fig. 5a), majority of the m^6^A sites are located in the CDS and the 3′UTR regions, with a small subset of peaks located in the 5′UTR and intron regions (Supplementary Fig. 5b). Metagene analysis revealed that the m^6^A sites were predominantly localized near the translation stop codons (Supplementary Fig. 5c). Furthermore, we found that *Pth1r*, a critical regulator of lineage allocation in MSCs and osteoblast precursors^34–36^, has high enriched and specific m^6^A peak near its translation stop codon (Fig. 5a, b).

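Distances were measured along the mature transcript for 8381 summits that lay on the representative coding transcript of their gene. Of these, 2573 (30.7%, 95% Wilson interval 29.7% to 31.7%) were within 200 nt of the stop codon, where an even placement along the same transcripts would put 11.9%, a ratio of 2.58. The median summit lay 319 nt upstream of the stop codon (distance −319 nt), with quartiles at −1300 and 22 nt. The last 10% of the CDS held 15.1% of the summits and the first 10% of the 3′UTR 10.4%, against 5.56% and 3.73% for even placement. The first 10% of the CDS held 5.41%. The share within the same window was 30.9% among peaks above the median q-value.

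**Figure D1:**
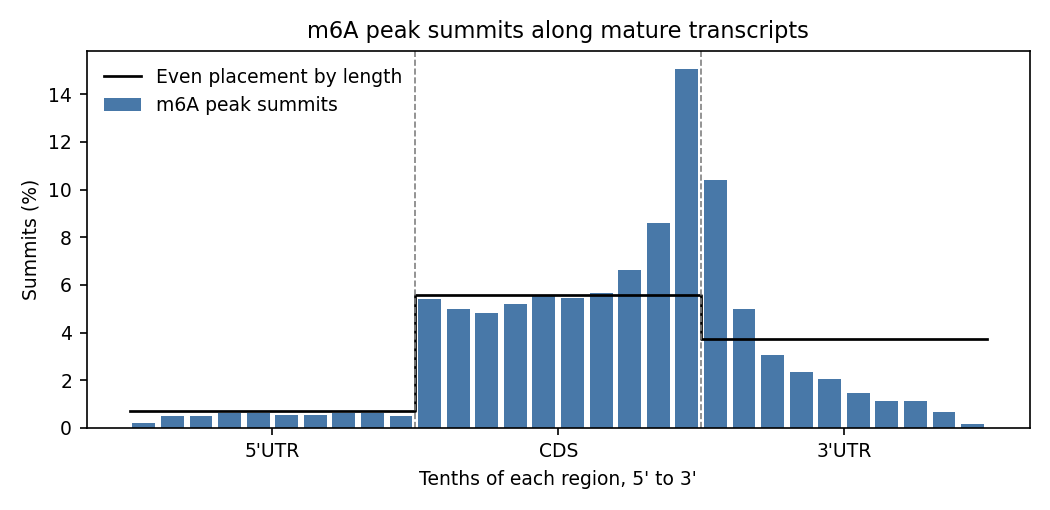
Share of m6A peak summits (%, vertical axis) in 10 equal parts each of the 5′UTR, CDS and 3′UTR of their transcripts (horizontal axis), as bars, with the share that even placement by length would give as a black step line. The highest bar is the last part of the CDS (15.1%), followed by the first part of the 3′UTR (10.4%).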

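Pth1r (ENSMUSG00000032492) encodes the receptor of parathyroid hormone and lies on the minus strand of chromosome 9 of mm9, from 110624592 to 110649649. The list holds 1 peak on this gene, from 110624713 to 110625158 (446 bp), which covers the coding part of the last exon (exon 14 of 14, coding bases 110624761 to 110625138), the stop codon (110624758 to 110624760) and part of the 3′UTR. Its summit, at 110624811, is in CDS 51 nt upstream of the stop codon. The authors' pileup at the summit was 93 fragments, rank 2646 among all peaks. The −log10 p-value was 15.3, and the −log10 q-value of 12.0 ranked 5994. The authors' fold enrichment was 2.56, rank 8845, so that 12.9% of the peaks had a lower one. Merging peaks that overlap or touch left this peak as it was. The peak holds 6 GGAC motifs on the transcript strand. Relative to the stop codon they start at −344, −331, −237, −103, 20 and 41 nt, and the one closest to the summit (110624860 to 110624863) is 49 nt from it. The bases centred on the summit (110624761 to 110624861, transcript strand, ending at the last coding base before the stop codon) read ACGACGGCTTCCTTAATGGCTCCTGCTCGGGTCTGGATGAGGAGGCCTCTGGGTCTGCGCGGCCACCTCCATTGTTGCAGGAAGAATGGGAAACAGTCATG. The paper describes the peak as highly enriched and specific, with MeRIP-qPCR as its own test of specificity.

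**Figure D2:**
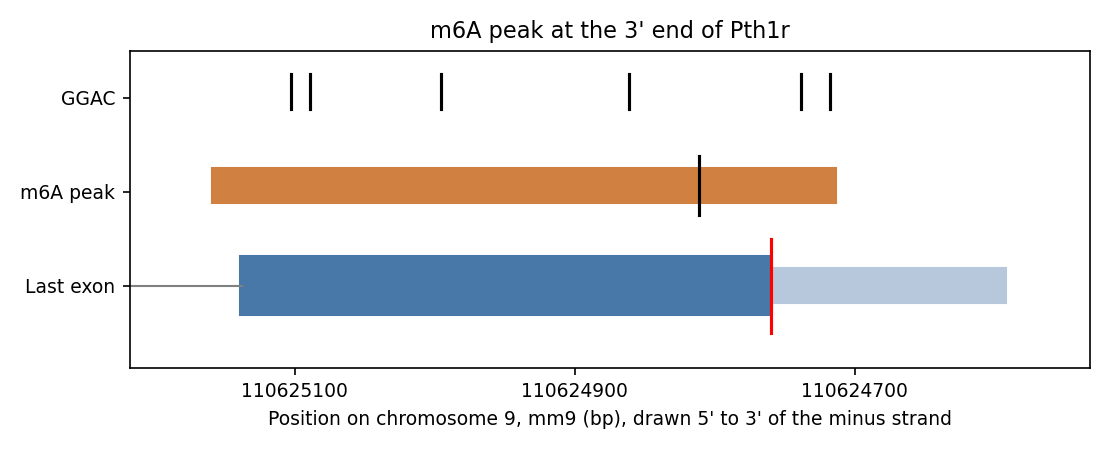
Map of the last exon of Pth1r on chromosome 9 of mm9 (horizontal axis, position in bp, drawn 5′ to 3′ of the minus strand), with CDS in dark blue, 3′UTR in light blue, the m6A peak in orange, its summit as a black line on the peak, the stop codon as a red line and GGAC motifs as ticks. The summit is 51 nt upstream of the stop codon, and 6 GGAC motifs lie within the peak.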

**Fig. 5:**
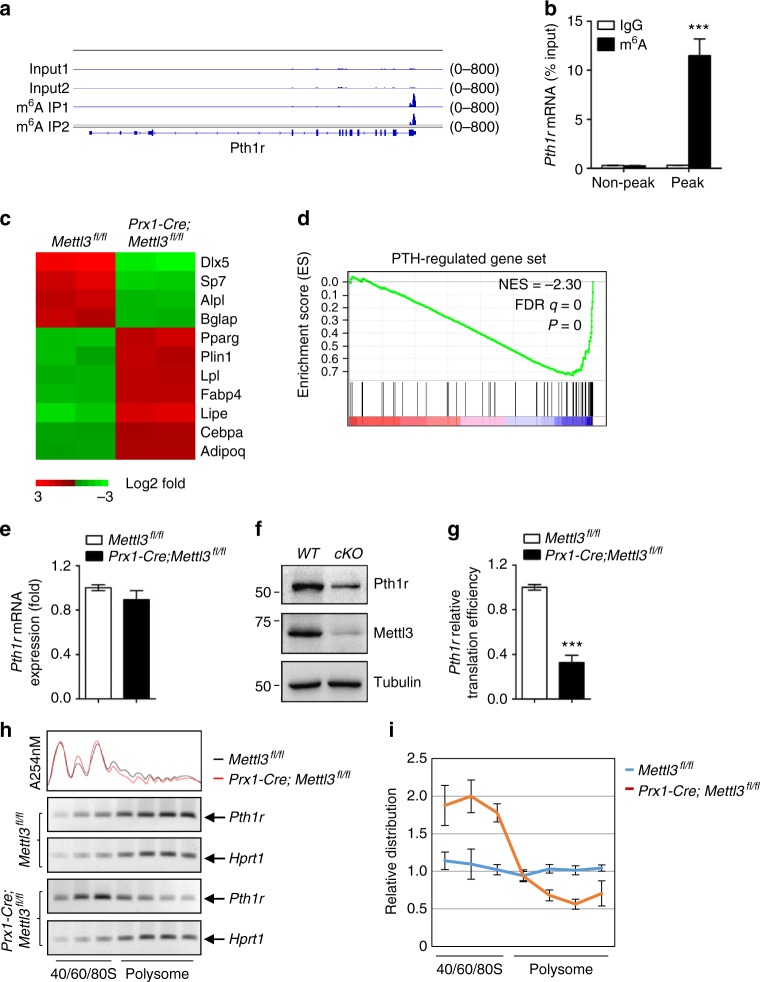
Mettl3-mediated m^6^A modification in MSCs regulates Pth1r translation. **a** m^6^A MeRIP-Seq revealed that *Pth1r* has high enriched and specific m^6^A peak near its translation stop codon. **b** MeRIP-qPCR validation of *Pth1r* m^6^A peak specificity. **c** Heatmap of representative osteogenesis and adipogenesis associated genes. **d** GSEA showed decreased enrichment of PTH-regulated genes in *Mettl3*-deficient MSCs. **e** qRT-PCR analysis of *Pth1r* expression. **f** Western blot analysis of Pth1r. *WT*: *Mettl3*^*fl/fl*^, *cKO*: *Prx1-Cre;Mettl3*^*fl/fl*^. **g** Translation efficiency of Pth1r. **h** PCR analysis of *Pth1r* mRNA in different polysome gradient fractions in the *Mettl3* knockout and control cells. Hprt1 was used as a control. **i** Quantification of *Pth1r* mRNA relative distribution in the *Mettl3* depleted and control cells. The band intensities in **g** were analyzed by Image J. The relative amount of *Pth1r* or *Hprt1* mRNA in each fraction was calculated as percentage of the total. Then the relative distribution of *Pth1r* mRNA was plotted by normalizing the percentage of *Pth1r* mRNA to *Hprt1* mRNA in each fraction. Results are from three independent experiments. Data are expressed as mean ± s.e.m.; *P < 0.05, **P < 0.01, ***P < 0.001 by two-tailed Student’s *t* test

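For RNA-seq, MSCs came from Prx1-Cre;Mettl3fl/fl mice, in which Cre recombinase removes exon 2 and exon 3 of Mettl3, and from Mettl3fl/fl littermates, with 2 libraries per genotype. The sample labels call the controls wild type and give 2 days in osteogenic medium for all 4 libraries. The authors mapped the reads with HISAT2 and tested genes with Ballgown, and the paper's text does not say how reads were counted per gene or whether their strand was used. They deposited estimated counts that were not normalized, and a second value per gene that is headed FPKM but sums to 1000000 in each library, which makes it TPM. Library totals were 34106693 and 28698609 counts for Mettl3fl/fl replicates 1 and 2, and 23978099 and 31662548 counts for Prx1-Cre;Mettl3fl/fl replicates 1 and 2. The counts were rounded to whole numbers and scaled with edgeR's TMM factors (0.987 to 1.01), and 15327 genes passed edgeR's expression filter. Levels are in CPM on that scale. Mettl3 itself measured 17.6 and 16.9 CPM in the libraries labelled Mettl3fl/fl and 17.5 and 16.3 CPM in those labelled Prx1-Cre;Mettl3fl/fl. The log2 fold change was −0.03 (standard error 0.0929, adjusted p = 0.824, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, two-sided). The counts cover the whole gene, the undeleted exons included, and the gene overlaps Tox4 on the opposite strand, so they do not show the deletion. The groups are therefore named by their labels, control-labelled and knockout-labelled. The paper's own evidence of the deletion is immunostaining and western blot, with a reduced m6A level in MSCs. The control-labelled libraries differed by far more than sampling noise, with a chi-square statistic 32.6 times its expectation over 15223 genes and a biological coefficient of variation of 12.3%. The knockout-labelled libraries gave 1.82 times over 14742 genes and 1.91%. Sampling noise alone did not account for the second pair either (p = 1.3e-167 from the chi-square test over the 10375 genes with whole counts). The test cannot tell 2 cultures from 1 RNA sample sequenced in 2 runs, because the spread added by preparation and sequencing was not measured. Both were kept as separate libraries, following their labels. With 2 libraries against 2, a two-sided exact permutation test of a single gene cannot go below p = 0.333, so the p-values given come from models fitted across genes. At an adjusted p under 0.05, 2100 genes were higher and 2577 lower in the knockout-labelled libraries, 4677 in all. With the paper's criterion of an unadjusted p under 0.05 and a change of at least 2-fold, 508 genes were higher and 1103 lower. The choice of test moved the first count most: an ordinary linear model on log2(TPM + 1), without information shared between genes, called 115 of 13222 genes (57 higher, 58 lower; 3760 at an unadjusted p under 0.05). With the knockout-labelled libraries summed to 1 sample, which was chosen after seeing the data, 1981 genes passed.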

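Positions of the following genes are those of GRCm38 in the deposited table, and levels are mean CPM ± SD of 2 libraries (n = 2), control-labelled first. Dlx5 (ENSMUSG00000029755, chromosome 6, 6877805 to 6882085) fell from 21.9 ± 2.83 to 3.96 ± 0.586 CPM, a log2 fold change of −2.47 (standard error 0.155, adjusted p = 0.00014). This and the other adjusted p-values come from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (two-sided). Sp7 (ENSMUSG00000060284, chromosome 15, 102356609 to 102366325) fell from 7.63 ± 1.62 to 2.28 ± 0.0659 CPM, with a log2 fold change of −1.74 (standard error 0.208, adjusted p = 0.00189). Alpl (ENSMUSG00000028766, chromosome 4, 137741733 to 137796384) measured 67.6 ± 10.8 and 27.1 ± 0.614 CPM (log2 fold change −1.32, standard error 0.117, adjusted p = 0.000574). Bglap (ENSMUSG00000074483, chromosome 3, 88383501 to 88384464) was low, with 60 and 50 counts in the control-labelled and 17 and 24 in the knockout-labelled libraries (log2 fold change −1.28, standard error 0.283, adjusted p = 0.0182). Bglap is uncertain because its reads can be split with near-identical copies, of which Bglap2 fell by 0.75 on the log2 scale (adjusted p = 0.0258) and Bglap3 did not differ (0.29, adjusted p = 0.695; −0.04 without control-labelled replicate 2, 0.79 without replicate 1). Among adipogenic genes, Pparg (ENSMUSG00000000440, chromosome 6, 115360951 to 115490399) rose from 15.9 ± 0.409 to 31.8 ± 0.0774 CPM, a log2 fold change of 1.00 (standard error 0.0810, adjusted p = 0.000388). Fabp4 (ENSMUSG00000062515, chromosome 3, 10204088 to 10208576) rose from 65.4 ± 4.88 to 138.5 ± 2.76 CPM (1.08, standard error 0.0720, adjusted p = 0.000179). Plin1 (ENSMUSG00000030546, chromosome 7, 79720218 to 79732903) differed least clearly, with 7.65 ± 1.69 and 12.0 ± 0.531 CPM (0.66, standard error 0.167, adjusted p = 0.0277). Lpl (0.90), Lipe (1.53), Cebpa (0.65) and Adipoq (0.65), also shown in Fig. 5c, were higher as well, with adjusted p from 0.000131 to 0.00186. Pparg, Lipe and Cebpa overlap a gene on the opposite strand, which makes their counts uncertain. All 4 osteogenic and all 7 adipogenic genes passed an adjusted p of 0.05 over all genes tested, and likewise when adjusted over the list alone. As sets, the former had a median log2 fold change of −1.53 and the latter of 0.90 (limma's camera test with a preset correlation of 0.01, p = 2.5e-05 and 2.2e-08). Under limma's fry test both sets held (p = 0.0107 and 0.00291), and with an estimated correlation the p-values were 0.0505 and 0.0498. Every direction was kept with each library left out in turn. None of the 11 genes passed in the ordinary linear model (adjusted p from 0.0585 to 0.198). Bglap did not pass in DESeq2 (adjusted p = 0.0571) or with the knockout-labelled libraries summed (0.103), in a range of adjusted p from 0.00158 to 0.113 over its alternatives. Plin1 did not pass with that sum (0.106), in a range from 2.8e-05 to 0.198.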

Next, we carried out RNA sequencing (RNA-seq) to examine transcriptome profiles in MSCs isolated from *Prx1-Cre;Mettl3*^*fl/fl*^ mice and *Mettl3*^*fl/fl*^ controls, and confirmed the down-regulated expression of osteogenic marker genes, such as *Dlx5*, *Sp7*, *Alpl*, and *Bglap*, whereas upregulated expression of markers favoring adipocytic differentiation, including *Pparg*, *Plin1*, and *Fabp4* (Fig. 5c). PTH1R is a key receptor of PTH and a parathyroid hormone-related protein (PTHrP) analog, abaloparatide, both are FDA-approved anabolic drugs for the treatment of osteoporosis^37,38^, and is indispensable for PTH’s function in modulating bone homeostasis^39,40^. To confirm that m^6^A modulates Pth1r, we preceded our RNA-seq data to gene set enrichment analysis (GSEA) using a published list of PTH-regulated genes^41^. We found that *Mettl3*-deficient MSCs underwent a global down-regulation of PTH-regulated gene expression (Fig. 5d), implying PTH/Pth1r signaling axis as a potential mechanism for Mettl3-mediated m^6^A methylation on MSCs fate.

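The published list of PTH-regulated genes was not used here and the GSEA was not repeated. A separate list of 20 genes known to respond to PTH in bone cells was fixed before the data were examined and tested as a set. The paper's text states no PTH treatment of the RNA-seq cells. The set therefore describes levels in culture and does not test the response to added PTH. Of these, 17 were lower in the knockout-labelled libraries, all 17 with an adjusted p under 0.05 over all genes tested and also adjusted over the list alone. The median log2 fold change was −2.17, and it stayed at −2.17 with Areg, whose counts in both knockout-labelled libraries were at or under 3, set to its bound of −3.53. The set was lower in limma's camera test (p = 1.6e-63 with the preset correlation), in fry (p = 0.00148) and in camera with the correlation estimated from the data (p = 0.0144). Mmp13, the highest expressed of the list, fell from 640 ± 27.8 to 24.5 ± 1.20 CPM (SD, n = 2), a log2 fold change of −4.70 (adjusted p = 1.6e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Apart from Areg, whose place is not known beyond its bound, Nr4a3 fell most (−8.66), followed by Nr4a2 (−6.03), Nr4a1 (−5.09) and Tnfsf11 (−4.96), and the smallest fall was that of Per1 (−0.31). Cebpb (0.29), Igfbp5 (0.18) and Adamts1 (0.11) were not separable from no change (adjusted p 0.277, 0.281 and 0.384 from the same edgeR test with Benjamini-Hochberg adjustment). Adamts1 was at −0.0022 without control-labelled replicate 2 and at 0.22 without replicate 1. Control-labelled replicates 1 and 2 also differed for Cebpb (0.0077% and 0.0117% of counts) and Igfbp5 (0.0024% and 0.0030%). In the knockout-labelled libraries the shares were 0.0119% and 0.0123% for Cebpb and 0.0032% and 0.0030% for Igfbp5. With each of the 4 libraries left out, the median of the set stayed between −2.20 and −2.13. The list includes immediate early genes such as Fos, Junb and Nr4a1, which also respond to other stimuli, and the direction of the change rests on the library labels. From the fall of PTH-regulated genes in its own list, the paper proposes the PTH/Pth1r axis as a mechanism by which Mettl3 acts on MSC fate.

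**Figure D3:**
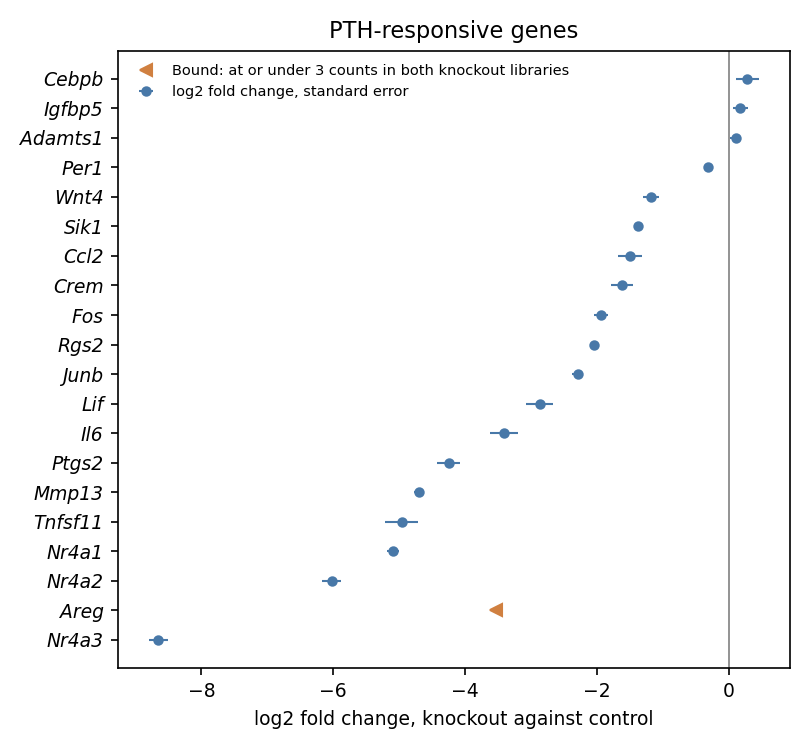
Log2 fold change (knockout-labelled against control-labelled libraries, 2 per group) of 20 PTH-responsive genes, ordered by the fitted value, as blue points with standard error bars. The orange triangle is the bound for Areg (−3.53), and 17 of the genes lie under 0, down to −8.66 for Nr4a3.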

Both RNA-seq and quantitative RT-PCR showed that the mRNA expression of *Pth1r* was hardly affected by *Mettl3* deletion (Fig. 5e), whereas the Pth1r protein synthesis was inhibited upon *Mettl3* deficiency as evidenced by western blot and decreased translation efficiency (Fig. 5f, g), suggesting that m^6^A methylation affected Pth1r expression at translation level. 

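In the RNA-seq counts, Pth1r measured 14.2 and 16.9 CPM in the control-labelled libraries and 15.9 and 15.1 CPM in the knockout-labelled ones. The means were 15.6 ± 1.90 and 15.5 ± 0.593 CPM (SD, n = 2). The log2 fold change was 0.00 on TMM-scaled counts (standard error 0.116, 95% confidence interval −0.28 to 0.28, adjusted p = 0.983 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, two-sided), so a change beyond this interval was not detected at this depth (386 to 481 counts per library). Pth1r overlaps Myl3 on the opposite strand, and the strand used in counting is not stated. On the authors' TPM scale the direction was upward, with 12.4 ± 1.75 and 15.6 ± 1.00 TPM (SD, n = 2). The change on the log2(TPM + 0.1) scale was 0.34 (limma, Benjamini-Hochberg adjusted p = 0.122), and the ordinary linear model on log2(TPM + 1) gave 0.32 (Benjamini-Hochberg adjusted p = 0.313). With each library left out in turn, the change in counts ranged from −0.12 to 0.12, its sign depending on which library was left out. The protein and translation measurements of Fig. 5f, g are not analysed here.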

We subsequently performed sucrose gradient centrifugation to resolve polysome fractions of *Mettl3* knockout and control MSCs, and used RT-PCR to examine the distribution of endogenous *Pth1r* mRNA in different ribosome fractions. Our data revealed that the relative distribution of *Pth1r* mRNA was shifted from the polysome fractions to the sub-polysome fractions in *Mettl3* knockout cells, indicating that *Mettl3* depletion results in the decreased translation efficiency of *Pth1r* mRNA (Fig. 5h, i).

### m^6^A is essential for PTH function

Since Pth1r protein synthesis was hampered by *Mettl3* depletion, we next examined physiological functions of PTH/Pth1r axis upon *Mettl3* deficiency. Cyclic AMP-dependent protein kinase A (PKA) and extracellular signal-regulated kinases (ERK) pathways are important downstream pathways that mediate the intracellular signals and physiological responses during the anabolic effect of PTH^42,43^. Loss of *Mettl3* attenuated the PTH-induced cAMP accumulation of *Prx1-Cre;Mettl3*^*fl/fl*^ MSCs (Fig. 6a) and consequently inhibited the downstream phosphorylation of cAMP response element-binding protein (CREB) (Fig. 6b). Meanwhile, despite having the same basal level of ERK1/2 as the control MSCs, mutant MSCs failed to activate the ERK1/2 pathway after PTH treatment (Fig. 6b).

**Fig. 6:**
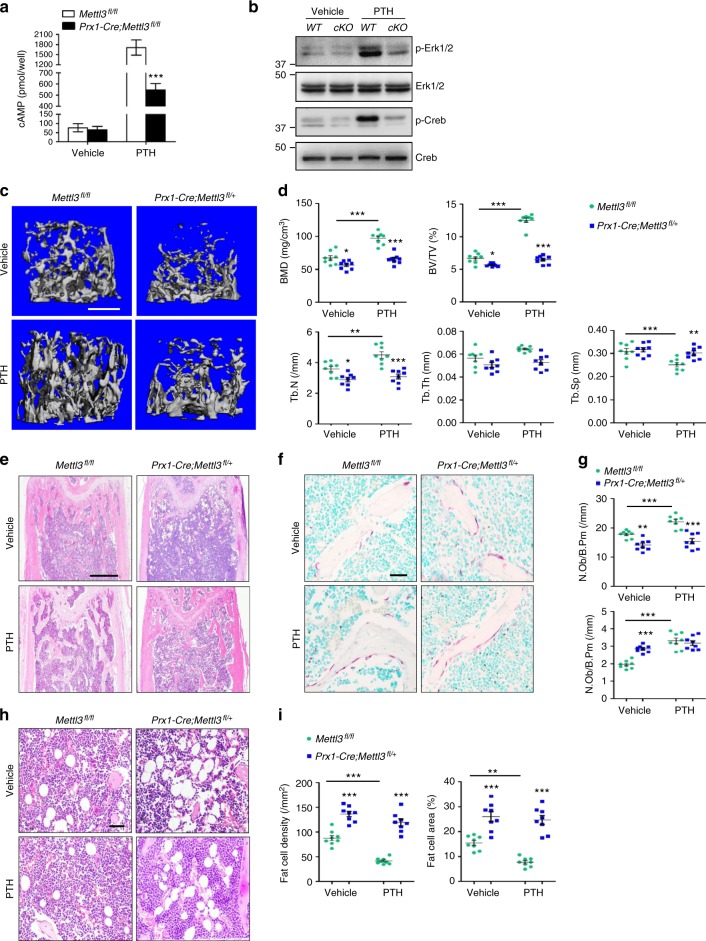
Deletion of *Mettl3* exhibits inert responses to PTH treatment. **a** PTH-induced accumulation of cAMP in MSCs. Results are from three independent experiments. **b** Western blot analysis of p-ERK1/2, ERK1/2, p-CREB, and CREB. *WT*: *Mettl3*^*fl/fl*^, *cKO*: *Prx1-Cre;Mettl3*^*fl/fl*^. **c** Representative μCT images of distal femurs following PTH treatment. **d** Quantitative μCT analyses of metaphysis region of distal femurs (*n* = 8). **e** H&E staining of femoral sections from *Mettl3*^*fl/fl*^ and *Prx1-Cre;Mettl3*^*fl/+*^ female mice following PTH treatment. Scale bar, 500 μm. **f** TRAP staining of femur sections. Scale bar, 50 μm. **g** Histomorphometric analyses of distal femurs following PTH treatment (*n* = 8). **h** Representative H&E staining of femur sections exhibiting the marrow adipose tissue. Scale bar, 50 μm. **i** Number and area of adipocytes in the distal marrow per tissue area (*n* = 8). Data are expressed as mean ± s.e.m.; *P < 0.05, **P < 0.01, ***P < 0.001 by two-way ANOVA with Bonferroni post tests

To investigate the potential role of Mettl3 in PTH-mediated bone remodeling in vivo, we performed intermittent PTH (1-34) injection to 3-month-old *Mettl3*^*fl/fl*^ and *Prx1-Cre;Mettl3*^*fl/+*^ female mice to compare their responses to PTH treatment. In contrast with the sharp growth of trabecular bone mass in *Mettl3*^*fl/fl*^ controls, there were only slight changes in the BMD, BV/TV, Tb.N and Tb.Sp in the *Prx1-Cre;Mettl3*^*fl/+*^ mice (Fig. 6c, d). Furthermore, *Prx1-Cre;Mettl3*^*fl/+*^ mice failed to undergo an effective increase in bone remodeling after PTH treatment (Fig. 6e–g), confirming that *Mettl3* knockout blunted PTH-induced osteogenic effects. Besides a marked enrichment in osteogenesis, PTH also inhibits adipocytic differentiation to promote bone formation^35,44^. In our experiment, PTH injection significantly reduced MAT accumulation in *Mettl3*^*fl/fl*^ mice whilst hardly reversing the high marrow adiposity in *Prx1-Cre;Mettl3*^*fl/+*^ mice (Fig. 6h, i), consolidating our findings that m^6^A affects both osteogenic and adipogenic differentiation of MSCs by regulating PTH/Pth1r signaling axis.

### Overexpression of ***Pth1r*** partially rescues the proper lineage commitment of ***Mettl3***-deficient MSCs

Next, we transduced adenoviral constructs overexpressing *Pth1r* (Ad-*Pth1r*), or *gfp* (Ad-*gfp*) as a control, into *Prx1-Cre;Mettl3*^*fl/fl*^ MSCs. Ad-*Pth1r* successfully restored the protein level of Pth1r in *Prx1-Cre;Mettl3*^*fl/fl*^ MSCs (Fig. 7a), and significantly improved the ALP activity and calcium nodule formation (Fig. 7b, c). Furthermore, *Pth1r* overexpression ameliorated the increased intensity of oil red O staining arising from m^6^A reduction (Fig. 7e). qRT-PCR analysis also revealed an up-regulation of osteogenic markers along with a down-regulation of adipogenic markers after *Pth1r* transduction (Fig. 7d, f). These data demonstrate that *Pth1r* overexpression is able to partially rescue the proper lineage commitment of *Mettl3*-deficient MSCs.

**Fig. 7:**
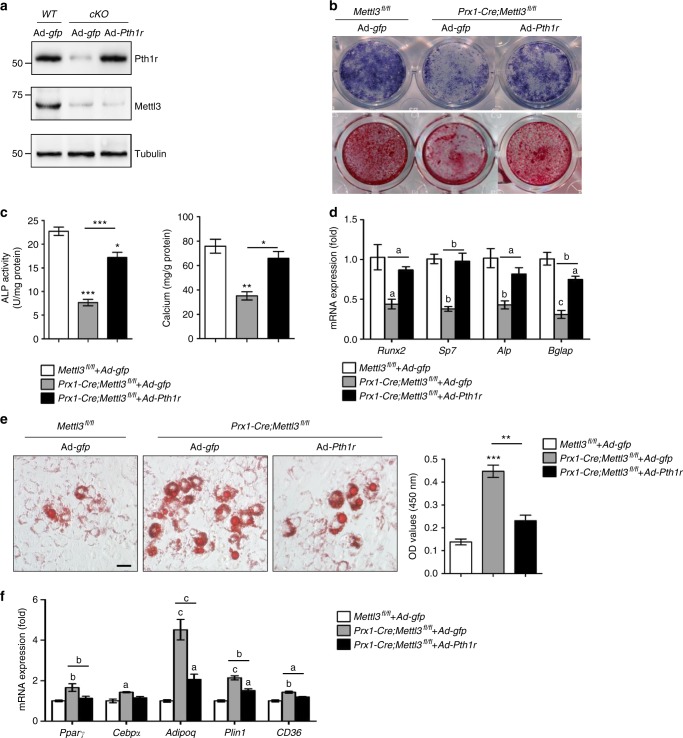
Overexpression of *Pth1r* ameliorates osteogenic differentiation of *Mettl3*-deficient MSCs. **a** Western blot analysis of Pth1r and Mettl3. *WT*: *Mettl3*^*fl/fl*^, *cKO*: *Prx1-Cre;Mettl3*^*fl/fl*^. **b**, **c** Representative images and quantitative analyses of ALP and ARS staining. **d** qRT-PCR analyses of the expression of *Runx2*, *Sp7*, *Alp*, and *Bglap* under osteogenic condition. **e** Representative images and quantitative analysis of oil red O staining. Scale bar, 100 μm. **f** qRT-PCR analyses of the expression of *Cebpα*, *Pparγ*, *Adipoq, Plin1* and *CD36* under adipogenic condition. Results are from three independent experiments. Data are expressed as mean ± s.e.m.; *P < 0.05, **P < 0.01, ***P < 0.001 (**c**, **e**) and a: *P* < 0.05, b: *P* < 0.01, c: *P* < 0.001 (**d**, **f**) by one-way ANOVA with Tukey’s post hoc test

## Discussion

Mettl3-mediated m^6^A modification in eukaryotic RNA has a broad functional influence on stabilizing homeostasis, while any perturbation in m^6^A levels can result in malfunction or diseases. Recent studies have consecutively revealed a strong and intricate relation of m^6^A modification with stem cell regulation. Mis-regulated m^6^A level disrupted the timely controlled embryonic stem cell differentiation^20,21^, impaired the normal generation and differentiation of hematopoietic stem cells^23,24^ as well as inhibiting functional development of neurogenesis, spermatogenesis, and T cell homeostasis^25–28,45^. Using different temporal MSCs markers, *Prx1* and *Lepr*, we generated two genetic murine models to conditionally knockout *Mettl3* from early limb bud mesenchyme and adult bone marrow, respectively. We showed that deletion of *Mettl3* in bone marrow MSCs disrupts cell fate in mice and results in osteoporosis pathological phenotypes such as decreased bone mass with incompetent osteogenic potential, and increased marrow adiposity with enhanced adipogenic potential, uncovering an efficient and specific regulation of m^6^A on MSCs. Furthermore, *Mettl3* gain-of-function prevents estrogen deficiency-induced postmenopausal osteoporosis, establishing the indispensability of Mettl3 in defining bone marrow MSC’s fate and thereby ensuring skeletal health.

Accumulating evidences have pointed out the regulatory role of m^6^A in translation. In cooperation with m^6^A readers, m^6^A facilitates translation initiation, and responds to selective mRNA translation under heat shock stress^14,16,46–48^. Alterations in translation efficiency of m^6^A marked transcripts affected normal hematopoiesis^23,24^ and mammalian spermatogenesis^28,49^. Here we discover that m^6^A is essential for Pth1r translation. Loss of *Mettl3* caused strong shift of *Pth1r* mRNA from the polysome fractions to the sub-polysome fractions, therefore slowing down the protein synthesis of Pth1r and further blocking the downstream signaling pathways of Pth1r responsive to PTH treatment.

Intermittent PTH treatment promotes bone formation, which is achieved by increasing osteoblasts number, delaying osteoblast apoptosis, activating bone-lining cells and reducing marrow fat^34,42,44^. PTH1R is a direct signaling mediator of PTH in promoting osteoblastic lineage of MSCs while aberrant PTH1R expression can lead to MAT accumulation as a consequence of preferential adipogenic differentiation^34,35,50^. *Mettl3* knockout reduced the global methylation level of m^6^A in mice and significantly impaired Pth1r function. The persistence in high marrow adiposity and the poorly elevated bone mass in m^6^A deficient mice following intermittent PTH(1-34) injection supported a blunt response to PTH anabolic effect. Our subsequent finding that overexpression of *Pth1r* could largely reverse skewed MSCs differentiation towards adipocytes and improve osteogenesis further confirmed PTH/Pth1r signaling pathway as a novel mechanism whereby Mettl3-mediated m^6^A modification controls the lineage allocation of MSCs.

PTH also stimulates osteoclast formation and activity by increasing the receptor activator of nuclear factor κ-B ligand (RANKL)/osteoprotegerin (OPG) ratio through its receptor^51–53^. Although the protein synthesis of Pth1r was largely compromised upon *Mettl3* ablation in our study, we found that the number of osteoclasts was rather elevated. One explanation for this increase in osteoclasts, we presume, is that Mettl3 has another relevant target in bone cells besides Pth1r, since our overexpression of *Pth1r* has only achieved a partial rescue. Another possible explanation is that the adipogenic favored differentiation of MSCs upon Pth1r malfunction promotes osteoclast activity. Fan et al. demonstrated in their recent study that bone marrow adipocytes are the source of RANKL in the absence of PTH1R signaling^34^. Similar to their finding, our TRAP staining showed that osteoclasts in *Mettl3* mutant mice were located very near to the large adipocytes (Fig. 1d). Therefore, we speculated that the excessive accumulated marrow adipose tissue in *Mettl3* conditional knockout mice may also account for the increase of osteoclast number.

Of note, unlike the severe chondrodysplasia in *Prx1-Cre;PTH1R*^*fl/fl*^ mice reported by Fan et al.^54^, we observed only slight yet not significant growth plate cellular architecture changes in *Prx1-Cre;Mettl3*^*fl/fl*^ mice. Our finding that Mettl3 does not express in growth plate chondrocytes, thus may not participate in chondrogenesis, can be an explanation for this discrepancy in growth plate phenotype. The minute difference in hypertrophic zone between *Prx1-Cre;Mettl3*^*fl/fl*^ mice and their controls might due to an indirect effect of Pth1r impairment in *Mettl3*-depleted osteoblasts, which further affects endochondral vascularization in the growth plate^55^.

In summary, we demonstrate that reduced epigenetic modification of m^6^A in bone marrow MSCs from an early phase inhibits Pth1r translation in mammals and blocks their anabolic responses to PTH during bone accrual. These functional defects tilt the delicate MSC differentiation balance toward adipogenic lineage, causing severe bone loss and excessive MAT accumulation. Our data enrich the evidence of m^6^A in modulating stem cell differentiation, and uncover the functional link between mis-regulated m^6^A modification and bone pathological disorders, therefore may shed light on the development of new therapeutic strategies for osteoporosis.

## Methods

### **Generation of conditional*Mettl3*knockout and knock-in mice**

For conditional knockout, *Mettl3*^*f*l/+^ mice with C57BL6/J background were generated using CRISPR-Cas9 systems^56,57^. Briefly, the exon 2 and exon 3 of *Mettl3* is the target of interest in generation of conditional knockout floxed *Mettl3* allele. With the help of a CRISPR design tool (http://crispr.mit.edu), sgRNAs were designed to recognize a region either upstream or downstream of the target, and then were screened for on-target activity using a Universal CRISPR Activity Assay (UCA^TM^, Biocytogen Inc, Beijing). Donor vectors structured with the Lox P flanked exon 2 and exon 3 was mixed with Cas9 mRNA and sgRNAs and co-injected into the cytoplasm of one-cell stage fertilized C57BL6/J eggs. The injected zygotes were then transferred into oviducts of Kunming pesudopregnant females to obtain F0 mice. Tail genomic DNA PCR and sequencing were performed to identify F0 mice with expected genotype, which were afterwards crossed with C57BL6/J mice to establish germline-transmitted F1 founders. Both PCR genotyping and southern blot were applied to ensure the correct genotype of generated *Mettl3*^*fl/+*^ mice.

For conditional knock-in, CRISPR-Cas9 techniques were also performed. The targeting vector consisting of a loxP flanked stop codon regulatory element and a downstream *Mettl3* coding sequence (CDS) was inserted into wild type *Rosa26* allele to obtain the targeted conditional *Mettl3* knock-in allele. We designed a *tdTomato* sequence at the downstream of *Mettl3* CDS to facilitate our verification of knock-in efficiency later in the research. The targeted allele was then reconstructed into a plasmid under the mediation of Cas9/sgRNAs. After the co-injection of the reconstructed plasmid into fertilized C57BL6/J eggs, PCR genotyping and southern blot were executed to obtain desirable F1 mice that were recombined with targeted *Mettl3* knock-in alleles.

*Prx1-Cre* and *Lepr-Cre* transgenic mice were purchased from The Jackson Laboratory. We crossed male *Prx1-Cre* or *Lepr-Cre* mice with *Mettl3*^*f*l/+^ mice to obtain *Prx1-Cre;Mettl3*^*fl/+*^ mice and *Lepr-Cre;Mettl3*^*fl/+*^ mice as heterozygous conditional *Mettl3* knockout. By mating *Prx1-Cre;Mettl3*^*fl/+*^ or *Lepr-Cre;Mettl3*^*fl/+*^ male mice with *Mettl3*^*f*l/+^ female mice, we obtained *Prx1-Cre;Mettl3*^*fl/fl*^ mice and *Lepr-Cre;Mettl3*^*fl/fl*^ mice as homozygous conditional *Mettl3* knockout mice. The same mating strategy was used in the generation of conditional *Mettl3* knock-in mice.

The genotype of transgenic mice was identified by PCR analyses of genomic DNA extracted from mouse tails. Primers for floxed *Mettl3* knockout allele genotyping were forward (5′-TCCCTGGGAAACATAATCACATCC-3′) and reverse (5′-CTTCTCCTCCTCTCAAATGATACAAT-3′). Primers for floxed *Mettl3* knock-in allele genotyping were forward (5′-AGTCGCTCTGAGTTGTTATCAG-3′), wild-type band reverse (5′-TGAGCATGTCTTTAATCTACCTCGATG-3′), mutant band reverse (5′- AGTCCCTATTGGCGTTACTATGG-3′). Primers for *Cre* transgene genotyping were wild-type band forward (5′-CCATCTGCCACCAGCCAG-3′), wild-type band reverse (5′-TCGCCATCTTCCAGCAGG-3′), mutant band forward (5′-ACTGGGATCTTCGAACTCTTTGGAC-3′), and mutant band reverse (5′-GATGTTGGGGCACTGCTCATTCACC-3′). All the mice were bred and maintained under specific-pathogen-free conditions. All studies performed were approved by the Subcommittee on Research and Animal Care (SRAC) of Sichuan University.

### LC-MS/MS analysis of m^6^A level

The integrity and quantity of each total RNA samples extracted from primary MSCs was examined using agarose gel electrophoresis and Nanodrop™ instrument. mRNA was isolated from total RNA using NEBNext® Poly(A) mRNA Magnetic Isolation Module (For next generation sequencing using). Purified mRNA was quantified using NanoDrop ND-1000. mRNA was hydrolyzed to single nucleosides and then nucleosides were dephosphorylated by enzyme mix. Pretreated nucleosides solution was deproteinized using Satorius 10,000-Da MWCO spin filter.

Analysis of nucleoside mixtures was performed on Agilent 6460 QQQ mass spectrometer with an Agilent 1290 HPLC system. Multi reaction monitoring (MRM) mode was performed because of its high selectivity and sensitivity attained working with parent-to-product ion transitions. LC-MS/MS data was acquired using Agilent Qualitative Analysis software. MRM peaks of each modified nucleoside were extracted and normalized to peak areas of normal adenosine in each samples. Samples were run in duplicate, and m^6^A/A ratios were calculated.

### μCT and histomorphometric analyses

The harvested bone tissues were fixed in 4% polyoxymethylene for 2 days and then stored in 70% ethanol at 4 °C before being processed. μCT analysis was performed according to recent guidelines^58^ using a μCT 80 microCT system (Scanco Medical, Bassersdorf, Switzerland) with a spatial resolution of 8 μm (55 kV, 114 mA, 500 ms integration time). For the analysis of cortical bone regeneration, the volume of interest (VOI) was defined as a cylindrical area covering the initial bone defect. Bone volume (BV/TV) was calculated within the delimited VOI.

Processing of undecalcified bone specimens and cancellous bone histomorphometry were performed as described^59,60^. Followed by microCT scanning, femurs were dehydrated and embedded in methylmethacrylate. Five‐µm‐thick sections were prepared using a Leica RM2235 microtome and were stained by the von Kossa/nuclear fast red method. Histomorphometric measurements in the distal end of femurs were made using OsteoMeasure software (OsteoMetrics, Decatur, GA).

### Immunohistochemical staining

The dissected femurs were fixed in 4% polyoxymethylene for 2 days and decalcified in 10% EDTA for 2 weeks before sectioning (5 μm). Slides were subjected to sodium citrate buffer at 99 °C for 20 min for antigen retrieval and then incubated with rabbit anti-METTL3/MT-A70 (1:200, Bethyl, Cat No: A301-567A), or rabbit polyclonal anti-FABP4 (1:200, Abcam, Cat No: ab13979).

### Ovariectomy

Nine-week-old female conditional *Mettl3* knock-in mice and littermate controls were selected for ovariectomy and randomly assigned to OVX or sham group. Ovaries were surgically removed on both sides after anesthesia^61^. In short, small dorsal incisions below the bottom of the rib cage were made to penetrate the skin and muscles respectively. After locating the ovary, we exposed the oviduct and ligated it before the removal of the ovary. For sham group, ovaries were replaced back into the peritoneal cavity directly after their locating. Finally, we sutured the wound and bred the operated mice in sham and OVX group for another 5 weeks before sacrifice.

### Cell culture

We isolated primary MSCs by flushing the bone marrow of tibiae and femurs. The cells were then cultured in α-MEM (Hyclone) supplemented with 10% fetal bovine serum (Gibco),100 units/ml penicillin (Gibco) and 100 μg/ml streptomycin (Gibco), at 37 °C with an atmosphere of 5% CO_2_ and 95% humidity. For osteogenic induction, MSCs were seeded in six-well plates and treated with osteogenic medium containing 50 μg/ml ascorbic acid, 5 mM β-glycerophosphate, and 100 nM dexamethasone (all from Sigma). For adipogenic induction, MSCs were seeded in six-well plates and treated with adipogenic medium containing 0.5 μM isobutylmethylxanthin (Sigma), 10 μg/ml insulin (Sigma), and 1 μM dexamethasone (Sigma).

### ALP, alizarin red staining, and oil red O staining

For ALP staining, cells were fixed after 10 days induction of osteogenic differentiation with 4% polyoxymethylene for 15 min and incubated with 0.1 M Tris buffer (pH 9.3) containing 0.25% naphthol AS-BI phosphate (Sigma) and 0.75% Fast Blue BB (Sigma). Quantitative ALP activity was performed with a commercial kit according to the manufacturer’s protocol (Cell Biolab, San Diego, CA). The optical density was determined by a spectrophotometer (Thermo Fisher Scientific) at 450 nm.

For alizarin red staining (ARS) staining, cells were fixed after 10 days induction of osteogenic differentiation with 4% polyoxymethylene for 15 min and stained with 1% Alizarin red S (pH 4.2, Sigma-Aldrich) for 5 min. Mineralized matrix stained with alizarin red were destained with 10% cetylpyridinium chloride in 10 mM sodium phosphate (pH 7.0), and the calcium concentration was determined by a spectrophotometer (Thermo Fisher Scientific) at 562 nm using a standard calcium curve in the same solution^62,63^.

For oil red O staining, after 2–3 weeks of adipogenic induction, cells were subjected to oil red O staining (Sigma) according to the manufacturer’s protocols. The staining was then dissolved with isopropanol and quantified by a spectrophotometer (Thermo Fisher Scientific) at 450 nm, as described previously^34^.

### Quantitative RT-PCR

Total RNA of cultured cells was extracted using Trizol (Invitrogen) according to manufacturer’s instruction. cDNA was prepared using PrimeScript RT reagent Kit with gDNA Eraser (Takara). The RNA concentration was measured with a NanoDrop 2000 (Thermo Fisher Scientific). qRT-PCR was performed using SYBR Premix Ex Taq II (Takara) in CFX96 Real-Time System (Bio-Rad). Relative gene expression was normalized by *Gapdh* for osteogenic differentiation and *36B4* for adipogenic differentiation using a 2^−ΔΔCt^ method. The primers are listed in Supplementary Table 1.

### Western blot

Cells were lysed in RIPA buffer (Pierce, Rockford, IL) on ice. For PTH treatment group, cells were given 100 nM human recombinant PTH (1-34) (Bachem, Torrance, CA, USA) at 37 °C for 30 min prior to sampling. The samples were heated at 95 ℃ for 5 min in sample buffer containing 2% SDS and 1% 2-mercaptoethanol, separated on 10% SDS–polyacrylamide gels, and transferred to PVDF membranes by a wet transfer apparatus (Bio-Rad). The membranes were blotted with 5% BSA for 1 h and then incubated overnight with rabbit METTL3 polyclonal antibody (1:1000, Proteintech, Cat No: 15073-1-AP), PTH1R antibody (1:1000, Assay Biotechnology, Cat No: G220), p44/42 MAPK (Erk1/2) rabbit mAb (1:1000, Cell signaling, Cat No: 4695), phospho-p44/42 MAPK (Erk1/2) rabbit mAb (1:2000, Cell signaling, Cat No: 4370), CREB rabbit mAb (1:1000, Cell signaling, Cat No: 9197), phospho-CREB rabbit mAb (1:1000, Cell signaling, 9198), α-tubulin rabbit polyclonal antibody (1:2000, Beyotime, Cat No: AF0001), followed by incubation with a goat anti-rabbit IgG secondary antibody HRP conjugated (1:5000, Signaling antibody, Cat No: L3012-2). The antibody-antigen complexes were visualized with Immobilon reagents (Millipore). The uncropped gel images are shown in Supplementary Fig. 6.

### m^6^A MeRIP-Seq (methylated RNA immunoprecipatation and sequencing)

The MSC m^6^A MeRIP-Seq and data analysis were performed as previously described^64,65^. Briefly, Trizol reagent was used for the isolation of total RNA from MSC, and then the PolyATtract mRNA Isolation System IV (Promega Z5310) was used to enrich mRNA from MSC total RNA sample. Two μg of the purified mRNA was fragmentized into about 100 nt length with ZnCl_2_ buffer at 94 °C for 5 min. The mRNA fragments were purified with Oligo Clean & Concentrator^TM^ (Zymoresearch D4061) and then subjected to immunoprecipitation with α-m^6^A antibody (1:100, Synaptic Systems, Cat No: 202003). After extensive wash, the methylated fragments were eluted by competition using free N^6^-Methyladenosine (Santa Cruz Biotechnology, sc-215524) and then used for library construction with the TruSeq Stranded mRNA Sample Prep Kits (Illumina RS-122-2101). The input and m^6^A MeRIP libraries were sequenced with Illumina NextSeq 500 with high output kit. The sequence reads mapping, peak calling and visualization, metagene analysis of m^6^A distribution, motif search and gene ontology analysis were performed as previously described^65^.

### RNA-seq and gene set enrichment analysis

Total RNAs from MSCs of *Prx1-Cre;Mettl3*^*fl/fl*^ mice and their control littermates were extracted by Trizol reagent and purified using poly-T oligo-attached magnetic beads. Sequencing libraries were generated using NEBNext® Ultra™ RNA Library Prep Kit for Illumina® (NEB, USA) following manufacturer’s recommendations, and were then subjected to Illumina HiSeq 2500. We used FastQC (v0.11.5) and FASTX toolkit (0.0.13) to control the quality of RNA-seq data and mapped them to Mus musculus reference genomes using HISAT2 (v.2.0.4). Ballgown software (v.3.4.0) was performed to identify differentially expressed genes and transcripts. Genes were considered significantly differentially expressed if showing ≥2.0 fold change and *P* value < 0.05.

For GSEA, PTH-regulated gene list was obtained from a published study^41^. GSEA were performed with GSEA software (http://www.broad.mit.edu/GSEA) as previously described^66^. In short, we first imported our gene list of interest into the software and examined whether this given gene set showed statistically significant, concordant differences between two biological states (for example, phenotypes). *P* values were computed using a bootstrap distribution created by resampling gene sets of the same cardinality.

### Polysome fractionation and RT-PCR

Cells were washed with ice old PBS twice and then PBS containing 100 μg/ml Cycloheximide was added to the cell culture dishes to stop translation. Cells were scraped and lyzed with cell extraction buffer to collect the cytoplasmic extracts, which were loaded onto the top of 11 ml 10–50% sucrose gradient tube. The sucrose gradient tubes were centrifuged at 222,000 × *g* with SW41Ti rotor for 2 h and 30 min at 4 °C. Then the ribosome fractions were collected using the ISCO gradient fractionators, with measurement of absorbance at 254 nm. RNA samples were isolated from different fractions using Trizol and reverse transcription and PCR were performed as previously described to determine the relative distribution of *Pth1r* mRNA in different ribosome fractions^65^.

### cAMP assay

Cells were cultured in six-well plates and stimulated with vehicle or 100 nM human recombinant PTH (1-34) (Bachem, Torrance, CA, USA) at 37 °C for 15 min^67^. We then carried out the cAMP assay using the cAMP Biotrak Enzymeimmunoassay (EIA) System (GE Healthcare Bio-Science Corp., Piscataway, NJ, USA) and followed the manufacturer’ s instruction.

### Intermittent PTH (1-34) injection

Subcutaneous daily injection of 80 μg/kg of human recombinant PTH (1-34) (Bachem, Torrance, CA, USA) was given to 12-week-old female *Prx1-Cre;Mettl3*^*fl/+*^ and control mice for 4 weeks. An equal volume of sterile saline was given to animals in the vehicle group. The assignment of *Prx1-Cre;Mettl3*^*fl/+*^ and control mice into PTH or vehicle group was randomized.

### **Adenoviral infection**

Adenoviruses encoding mouse *Pth1r* gene and/or green fluorescent protein (GFP) were obtained from Cyagen. Primary MSCs isolated from bone marrow of tibiae and femurs were infected with Ad-*Pth1r* or Ad-*gfp* for 12 h at 37 °C with an atmosphere of 5% CO_2_ and 95% humidity.

### Statistical analysis

All data were expressed as mean ± s.e.m. Statistical differences were analyzed by unpaired two-tailed Student’s *t* test for comparison between two groups, one-way ANOVA followed by Tukey’s post hoc test for multiple comparisons, and two-way ANOVA followed by Bonferroni post test for comparison between sham and OVX groups, as well as vehicle and PTH treatment groups. A *P* value <0.05 was considered to be statistically significant.

## Electronic supplementary material

Supplementary Information

Supplementary Data 1

Description of Additional Supplementary Files

## Data Availability

All Seq data have been deposited into NCBI database with the identifier GSE114933.

## References

[1] Rosen CJ, Bouxsein ML (2006). Mechanisms of disease: is osteoporosis the obesity of bone?. Nat. Clin. Pract. Rheum..

[2] Devlin MJ, Rosen CJ (2015). The bone–fat interface: basic and clinical implications of marrow adiposity. Lancet Diabetes Endocrinol..

[3] Kawai M, Devlin MJ, Rosen CJ (2009). Fat targets for skeletal health. Nat. Rev. Rheumatol..

[4] Rosen CJ, Ackertbicknell C, Rodriguez JP, Pino AM (2009). Marrow fat and the bone microenvironment: developmental, functional, and pathological implications. Crit. Rev. Eukar. Gene.

[5] Scheller EL, Rosen CJ (2014). What’s the matter with MAT? Marrow adipose tissue, metabolism, and skeletal health. Ann. NY Acad. Sci..

[6] Liu J (2014). A METTL3-METTL14 complex mediates mammalian nuclear RNA N6-adenosine methylation. Nat. Chem. Biol..

[7] Yue Y, Liu J, He C (2015). RNA N6-methyladenosine methylation in post-transcriptional gene expression regulation. Gene. Dev..

[8] Wang X (2014). N6-methyladenosine-dependent regulation of messenger RNA stability. Nature.

[9] Wang P, Doxtader KA, Nam Y (2016). Structural basis for cooperative function of Mettl3 and Mettl14 methyltransferases. Mol. Cell.

[10] Wang X (2016). Structural basis of N(6)-adenosine methylation by the METTL3-METTL14 complex. Nature.

[11] Ping XL (2014). Mammalian WTAP is a regulatory subunit of the RNA N6-methyladenosine methyltransferase. Cell Res..

[12] Jia G (2011). N6-methyladenosine in nuclear RNA is a major substrate of the obesity-associated FTO. Nat. Chem. Biol..

[13] Zheng G (2013). ALKBH5 is a mammalian RNA demethylase that impacts RNA metabolism and mouse fertility. Mol. Cell.

[14] Zhou J (2015). Dynamic m(6)A mRNA methylation directs translational control of heat shock response. Nature.

[15] Dominissini D (2012). Topology of the human and mouse m6A RNA methylomes revealed by m6A-seq. Nature.

[16] Wang X (2015). N6-methyladenosine modulates messenger RNA translation efficiency. Cell.

[17] Lence T (2016). m(6)A modulates neuronal functions and sex determination in Drosophila. Nature.

[18] Zhang S (2017). m6A demethylase ALKBH5 maintains tumorigenicity of glioblastoma stem-like cells by sustaining FOXM1 expression and cell proliferation program. Cancer Cell..

[19] Barbieri I (2017). Promoter-bound METTL3 maintains myeloid leukaemia by m(6)A-dependent translation control. Nature.

[20] Geula S (2015). m6A mRNA methylation facilitates resolution of naive pluripotency toward differentiation. Science.

[21] Batista PJ (2014). m(6)A RNA modification controls cell fate transition in mammalian embryonic stem cells. Cell Stem Cell.

[22] Zhang C (2017). m6A modulates haematopoietic stem and progenitor cell specification. Nature.

[23] Weng H (2018). METTL14 inhibits hematopoietic stem/progenitor differentiation and promotes leukemogenesis via mRNA m(6)A modification. Cell Stem Cell.

[24] Vu LP (2017). The N6-methyladenosine (m6A)-forming enzyme METTL3 controls myeloid differentiation of normal hematopoietic and leukemia cells. Nat. Med..

[25] Yoon KJ (2017). Temporal control of mammalian cortical neurogenesis by m6A methylation. Cell.

[26] Li HB (2017). m6A mRNA methylation controls T cell homeostasis by targeting the IL-7/STAT5/SOCS pathways. Nature.

[27] Xu K (2017). Mettl3-mediated m6A regulates spermatogonial differentiation and meiosis initiation. Cell Res..

[28] Lin Z (2017). Mettl3-/Mettl14-mediated mRNA N6-methyladenosine modulates murine spermatogenesis. Cell Res..

[29] Haussmann IU (2016). m(6)A potentiates Sxl alternative pre-mRNA splicing for robust Drosophila sex determination. Nature.

[30] Zhou BO, Yue R, Murphy MM, Peyer JG, Morrison SJ (2014). Leptin-receptor-expressing mesenchymal stromal cells represent the main source of bone formed by adult bone marrow. Cell Stem Cell.

[31] Yue R, Zhou BO, Shimada IS, Zhao Z, Morrison SJ (2016). Leptin receptor promotes adipogenesis and reduces osteogenesis by regulating mesenchymal stromal cells in adult bone marrow. Cell Stem Cell.

[32] Kalu DN (1991). The ovariectomized rat model of postmenopausal bone loss. Bone Miner..

[33] Lewiecki EM (2011). New targets for intervention in the treatment of postmenopausal osteoporosis. Nat. Rev. Rheumatol..

[34] Fan Y (2017). Parathyroid hormone directs bone marrow mesenchymal cell fate. Cell. Metab..

[35] Balani DH, Ono N, Kronenberg HM (2017). Parathyroid hormone regulates fates of murine osteoblast precursors in vivo. J. Clin. Invest..

[36] Wanida O, Naoko S, Shigeki N, Noriaki O, Kronenberg HM (2016). Parathyroid hormone receptor signalling in osterix-expressing mesenchymal progenitors is essential for tooth root formation. Nat. Commun..

[37] Neer RM (2001). Effect of parathyroid hormone (1-34) on fractures and bone mineral density in postmenopausal women with osteoporosis. N. Engl. J. Med..

[38] Miller PD (2016). Effect of abaloparatide vs placebo on new vertebral fractures in postmenopausal women with osteoporosis: a randomized clinical trial. JAMA.

[39] Jüppner H (1991). A G protein-linked receptor for parathyroid hormone and parathyroid hormone-related peptide. Science.

[40] Abousamra AB (1992). Expression cloning of a common receptor for parathyroid hormone and parathyroid hormone-related peptide from rat osteoblast-like cells: a single receptor stimulates intracellular accumulation of both cAMP and inositol trisphosphates and increases intracell. Proc. Natl Acad. Sci. USA.

[41] Qin L (2003). Gene expression profiles and transcription factors involved in parathyroid hormone signaling in osteoblasts revealed by microarray and bioinformatics. J. Biol. Chem..

[42] Jilka RL (2007). Molecular and cellular mechanisms of the anabolic effect of intermittent PTH. Bone.

[43] Gesty-Palmer D (2006). Distinct beta-arrestin- and G protein-dependent pathways for parathyroid hormone receptor-stimulated ERK1/2 activation. J. Biol. Chem..

[44] Rickard DJ (2006). Intermittent treatment with parathyroid hormone (PTH) as well as a non-peptide small molecule agonist of the PTH1 receptor inhibits adipocyte differentiation in human bone marrow stromal cells. Bone.

[45] Wang Y (2018). N6-methyladenosine RNA modification regulates embryonic neural stem cell self-renewal through histone modifications. Nat. Neurosci..

[46] Shi H (2017). YTHDF3 facilitates translation and decay of N6-methyladenosine-modified RNA. Cell Res..

[47] Li A (2017). Cytoplasmic m6A reader YTHDF3 promotes mRNA translation. Cell Res..

[48] Yang Y (2017). Extensive translation of circular RNAs driven by N(6)-methyladenosine. Cell Res..

[49] Hsu PJ (2017). Ythdc2 is an N6-methyladenosine binding protein that regulates mammalian spermatogenesis. Cell Res..

[50] Calvi LM (2001). Activated parathyroid hormone/parathyroid hormone-related protein receptor in osteoblastic cells differentially affects cortical and trabecular bone. J. Clin. Invest..

[51] Silva BC, Costa AG, Cusano NE, Kousteni S, Bilezikian JP (2011). Catabolic and anabolic actions of parathyroid hormone on the skeleton. J. Endocrinol. Invest..

[52] Silva BC, Bilezikian JP (2015). Parathyroid hormone: anabolic and catabolic actions on the skeleton. Curr. Opin. Pharmacol..

[53] Wein Marc N., Kronenberg Henry M. (2018). Regulation of Bone Remodeling by Parathyroid Hormone. Cold Spring Harbor Perspectives in Medicine.

[54] Fan Y (2016). Parathyroid hormone 1 receptor is essential to induce FGF23 production and maintain systemic mineral ion homeostasis. FASEB J..

[55] Qiu T (2015). PTH receptor signaling in osteoblasts regulates endochondral vascularization in maintenance of postnatal growth plate. J. Bone Miner. Res..

[56] Mali P (2013). RNA-guided human genome engineering via Cas9. Science.

[57] Zhang F (2013). Multiplex genome engineering using CRISPR/Cas systems. Science.

[58] Bouxsein ML (2010). Guidelines for assessment of bone microstructure in rodents using micro-computed tomography. J. Bone Miner. Res..

[59] Yuan Q (2014). Increased osteopontin contributes to inhibition of bone mineralization in FGF23-deficient mice. J. Bone Miner. Res..

[60] Liu W (2016). GDF11 decreases bone mass by stimulating osteoclastogenesis and inhibiting osteoblast differentiation. Nat. Commun..

[61] Guo Y (2016). Estrogen deficiency leads to further bone loss in the mandible of CKD mice. PLoS ONE.

[62] Zhou CC (2017). AFF1 and AFF4 differentially regulate the osteogenic differentiation of human MSCs. Bone Res..

[63] Guo Yu‐chen, Wang Meng‐yuan, Zhang Shi‐wen, Wu Yun‐shu, Zhou Chen‐chen, Zheng Ri‐xin, Shao Bin, Wang Yuan, Xie Liang, Liu Wei‐qing, Sun Ning‐yuan, Jing Jun‐jun, Ye Ling, Chen Qian‐ming, Yuan Quan (2018). Ubiquitin‐specific protease USP34 controls osteogenic differentiation and bone formation by regulating BMP2 signaling. The EMBO Journal.

[64] Dominissini D, Moshitch-Moshkovitz S, Salmon-Divon M, Amariglio N, Rechavi G (2013). Transcriptome-wide mapping of N(6)-methyladenosine by m(6)A-seq based on immunocapturing and massively parallel sequencing. Nat. Protoc..

[65] Lin S, Choe J, Du P, Triboulet R, Gregory RI (2016). The m(6)A methyltransferase METTL3 promotes translation in human cancer cells. Mol. Cell.

[66] Bo Y (2017). KDM3 epigenetically controls tumorigenic potentials of human colorectal cancer stem cells through Wnt/β-catenin signalling. Nat. Commun..

[67] Yuan Q (2011). FGF‐23/Klotho signaling is not essential for the phosphaturic and anabolic functions of PTH. J. Bone Miner. Res..

# Supplementary material for: Mettl3-mediated m6A RNA methylation regulates the fate of bone marrow mesenchymal stem cells and osteoporosis
**Source:** Nat Commun. 2018 Nov 14;9:4772. doi: 10.1038/s41467-018-06898-4
**Supplement:** Supplementary file 1 — Supplementary Information

# Mettl3-mediated m<sup>6</sup>A RNA methylation regulates the fate of bone marrow mesenchymal stem cells and osteoporosis

Wu et al.

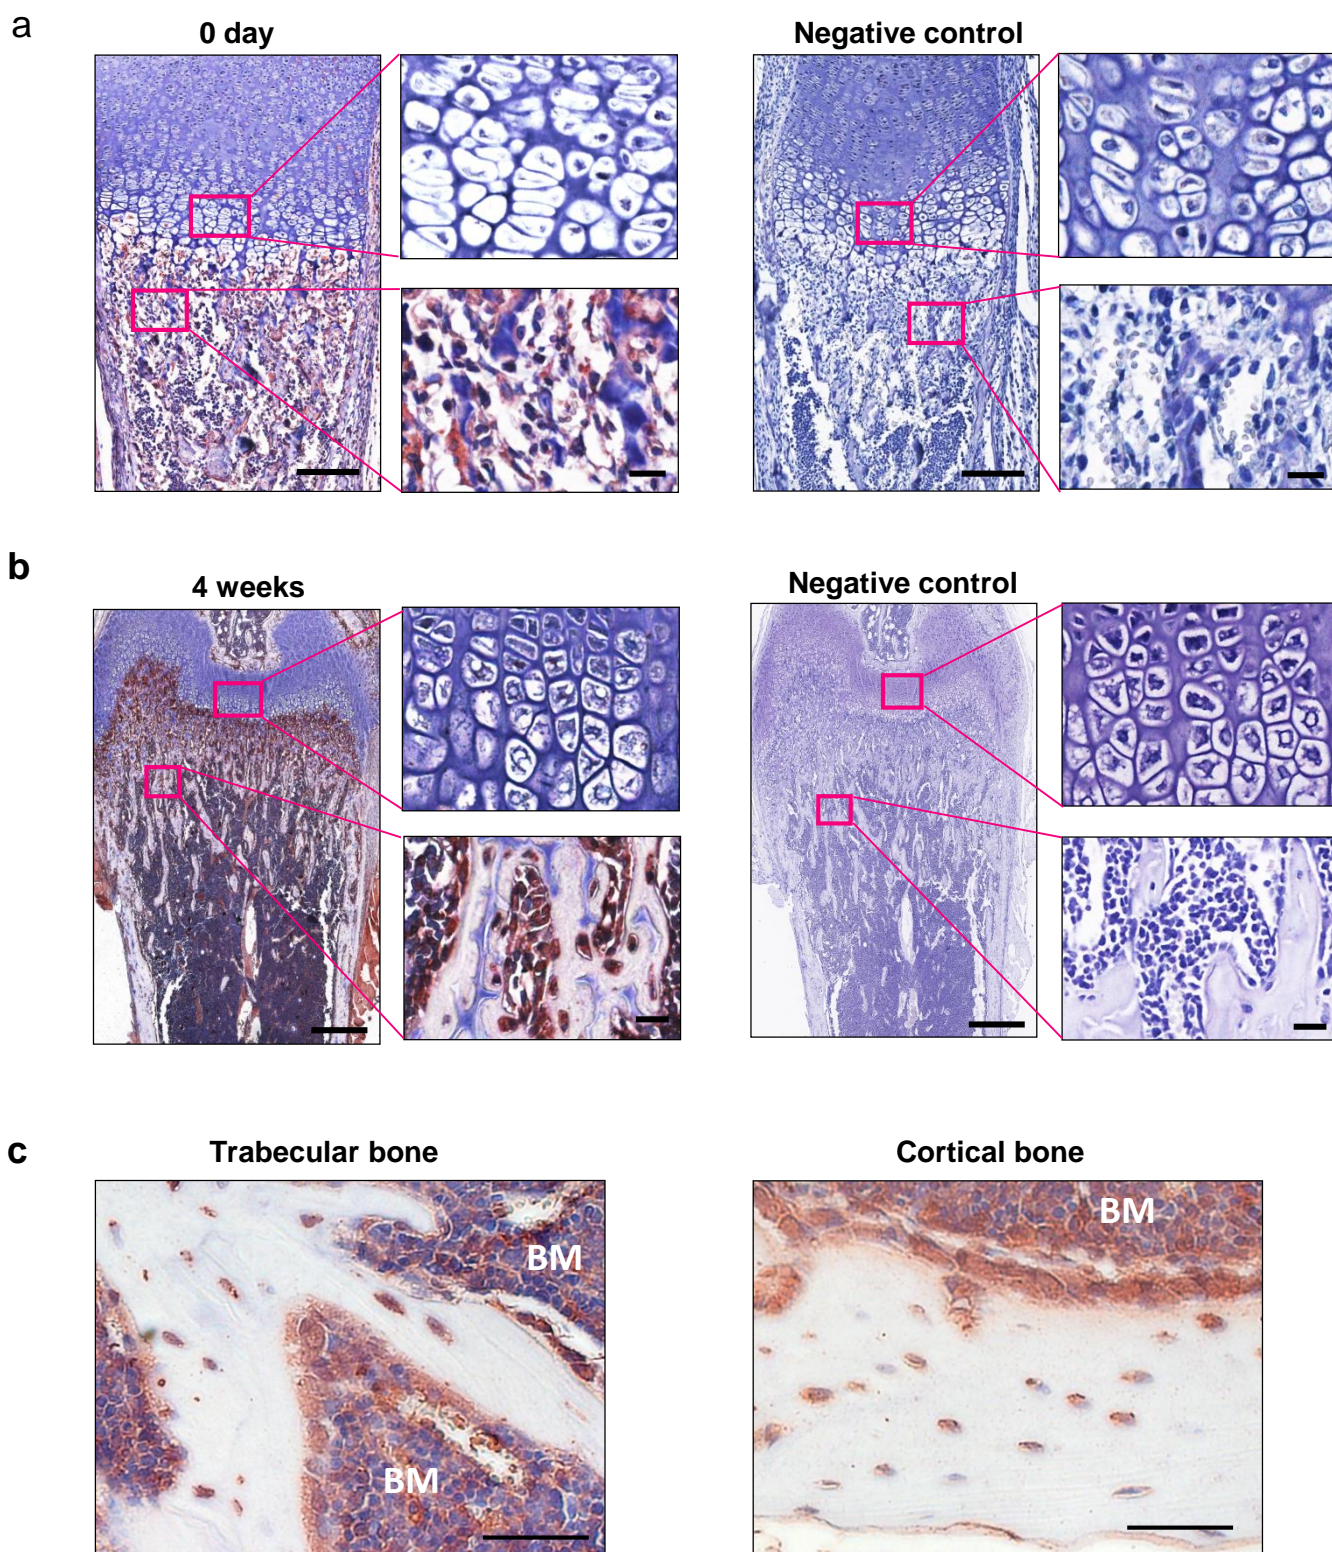

**Supplementary Figure 1 Expression of Mettl3 in trabecular and cortical bone.**

(a-b) Immunohistochemical staining images unraveled that Mettl3 is present in bone marrow and osteoblasts of mice at birth (a) and at 4 weeks of age (b), but is absent in chondrocytes at growth plate. Scale bars, 500µm and 50 µm. (c) Immunohistochemical staining images presenting the expression of Mettl3 in trabecular and cortical bone of 3-month-old mice. BM: bone marrow. Scale bar, 50 µm.

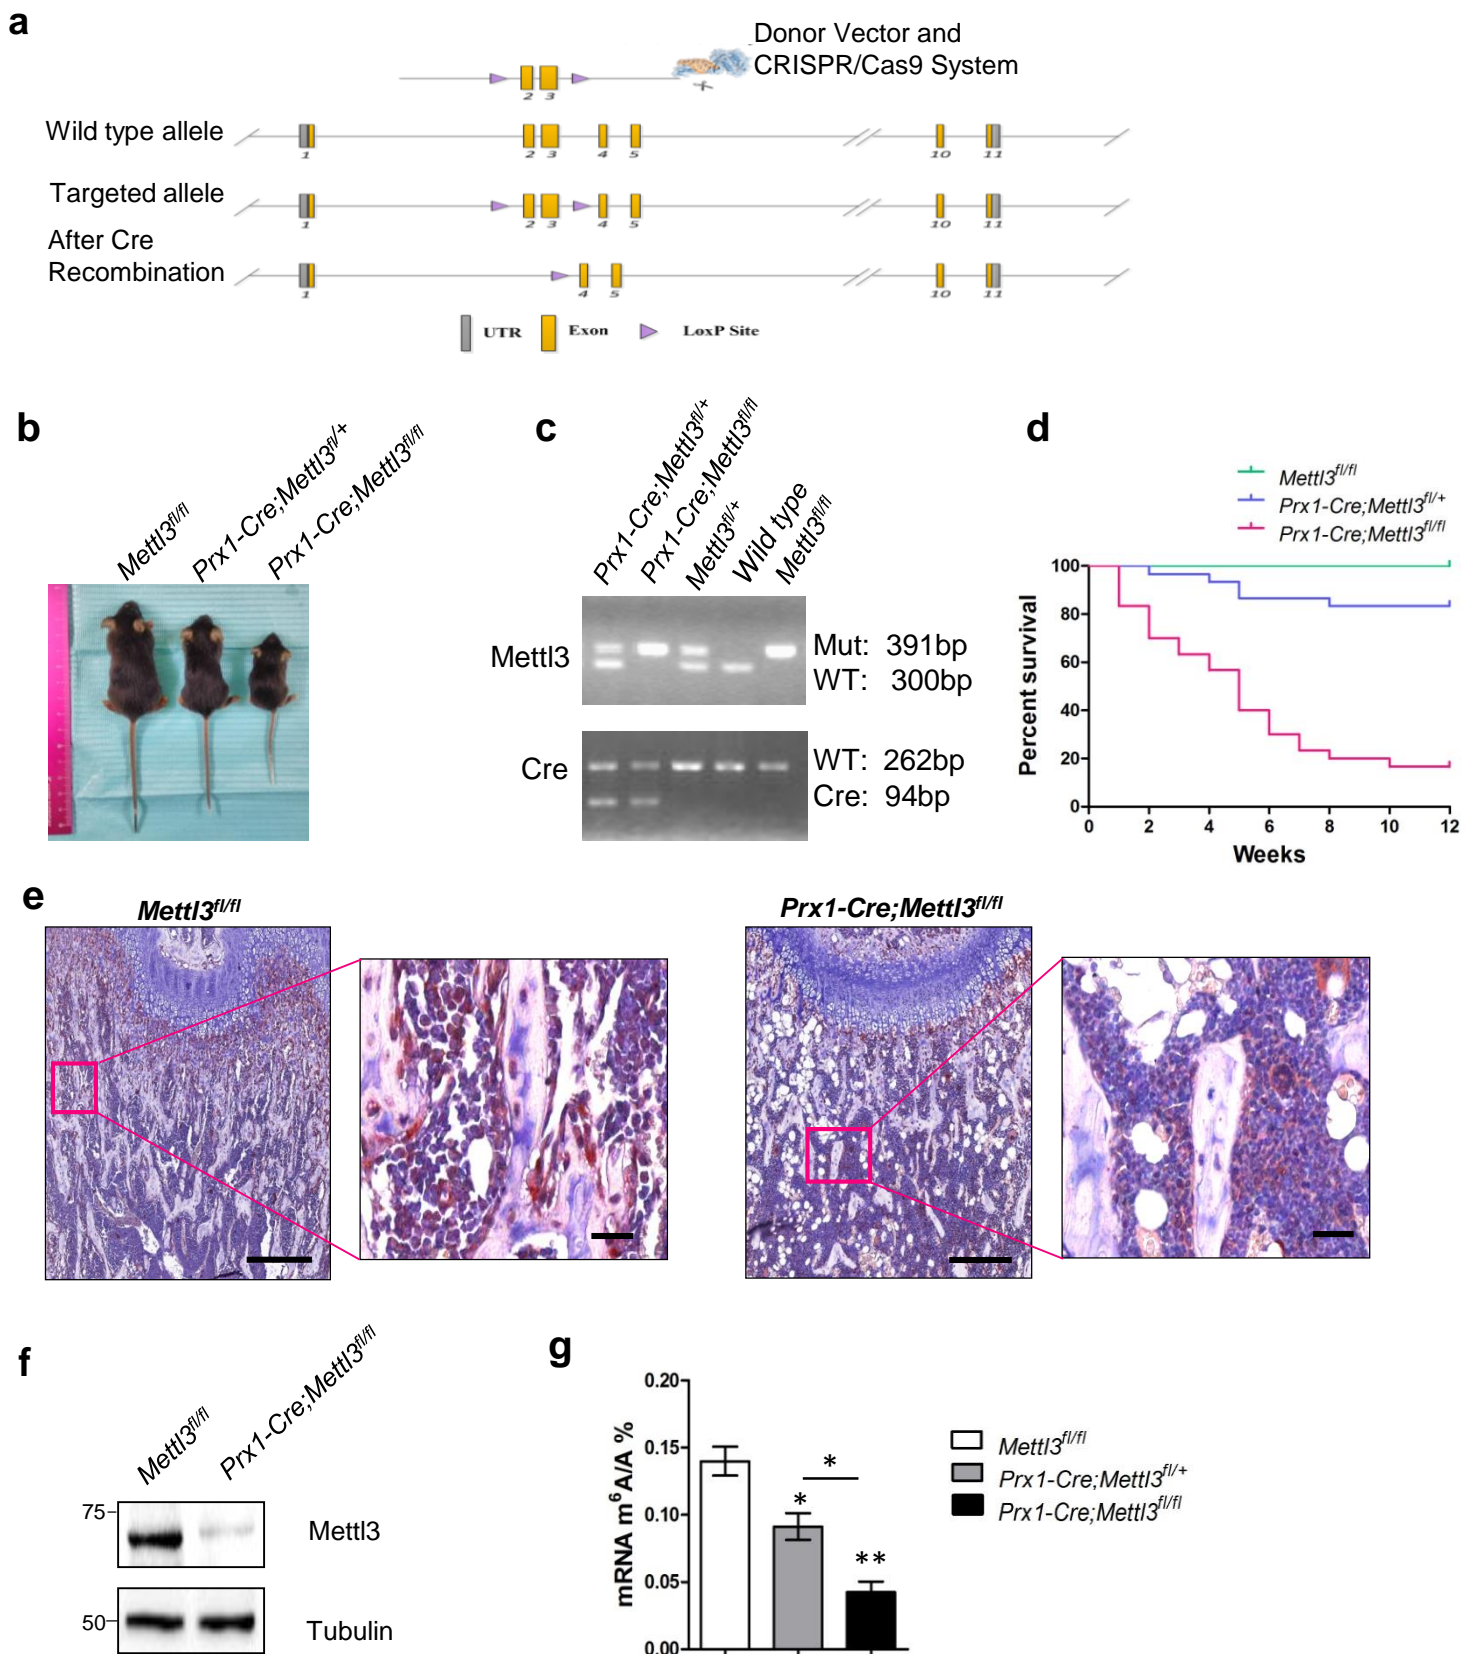

## Supplementary Figure 2 Generation of conditional *Mettl3* knockout mice.

(a) Schematic representation of conditional *Mettl3* knockout strategy. The exon 2 and exon 3 are deleted after cre-mediated recombination, resulting in translation termination. (b) Representative images of *Mettl3<sup>fl/fl</sup>*, *Prx1-Cre;Mettl3<sup>fl/+</sup>* and *Prx1-Cre;Mettl3<sup>fl/fl</sup>* male mice at 4 weeks old. (c) Representative images of PCR genotyping. (d) Survival rate of *Mettl3<sup>fl/fl</sup>*, *Prx1-Cre;Mettl3<sup>fl/+</sup>* and *Prx1-Cre;Mettl3<sup>fl/fl</sup>* mice. (e) Immunohistochemical staining confirmed the deletion of *Mettl3* in osteoblasts of *Prx1-Cre;Mettl3<sup>fl/fl</sup>* mice. Scale bars, 500µm and 50 µm. (f) Western blot analysis of *Mettl3*. (g) LC-MS/MS analysis of mRNA m<sup>6</sup>A methylation level in MSCs from *Mettl3<sup>fl/fl</sup>*, *Prx1-Cre;Mettl3<sup>fl/+</sup>* and *Prx1-Cre;Mettl3<sup>fl/fl</sup>* mice. Results are from three independent experiments. Data are expressed as mean ± s.e.m.; \**P*<0.05, \*\**P*<0.01 by one-way ANOVA with Tukey's *post hoc* test. <sup>2</sup>

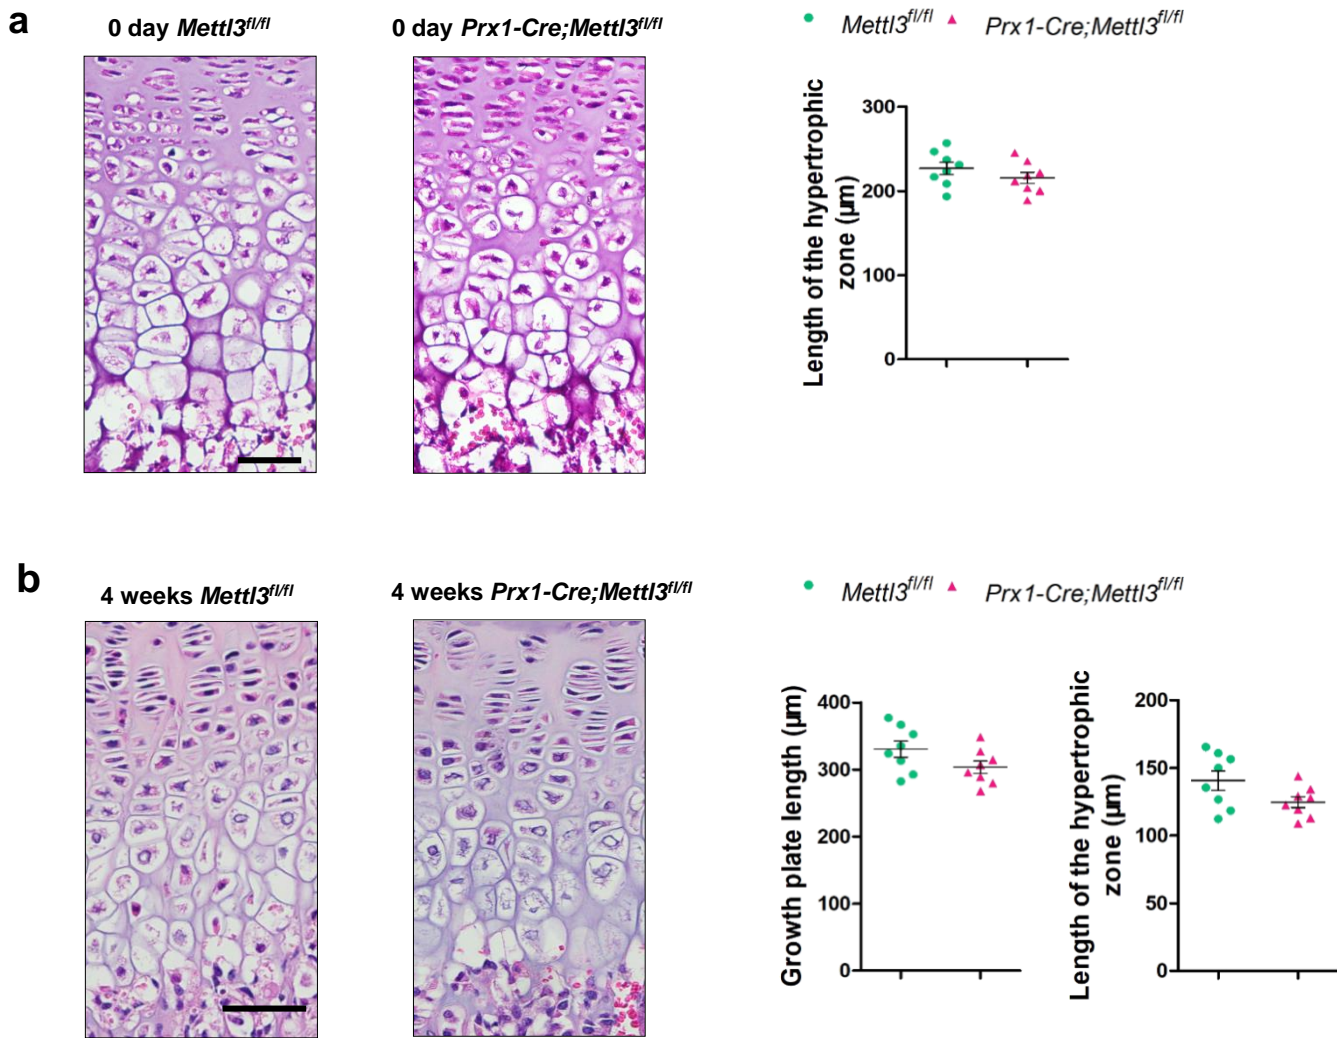

**Supplementary Figure 3 Analysis of growth plate zone in femurs at birth and at 4 weeks old.**

(a) Representing H&E staining images and statistical analysis of growth plate hypertrophic zone. Scale bars, 100 $\mu\text{m}$ .  $P=0.273$  (b) Representing H&E staining images and statistical analysis of growth plate length ( $P= 0.099$ ) and length of the hypertrophic zone ( $P= 0.073$ ). Scale bars, 100 $\mu\text{m}$ . Data are expressed as mean  $\pm$  s.e.m.

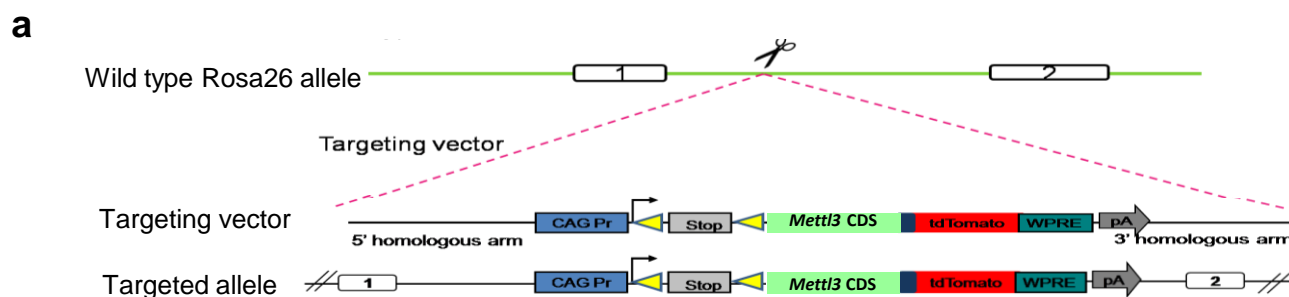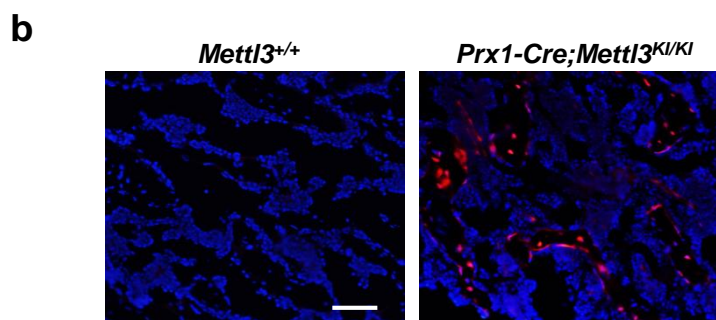

**Supplementary Figure 4 Generation of conditional *Mettl3* knock-in mice.**

(a) Schematic representation of conditional *Mettl3* knock-in strategy. Cre-recombinase will remove the stop codon at the upstream of *Mettl3* coding sequence (CDS), resulting in *Mettl3* over-expression. (b) tdTomato+DAPI merged immunofluorescence images of frozen femur sections from *Prx1-Cre;Mettl3*<sup>KI/KI</sup> mice and their control littermates, confirming the effective knock-in of *Mettl3* alleles. Scale bar, 50  $\mu$ m.

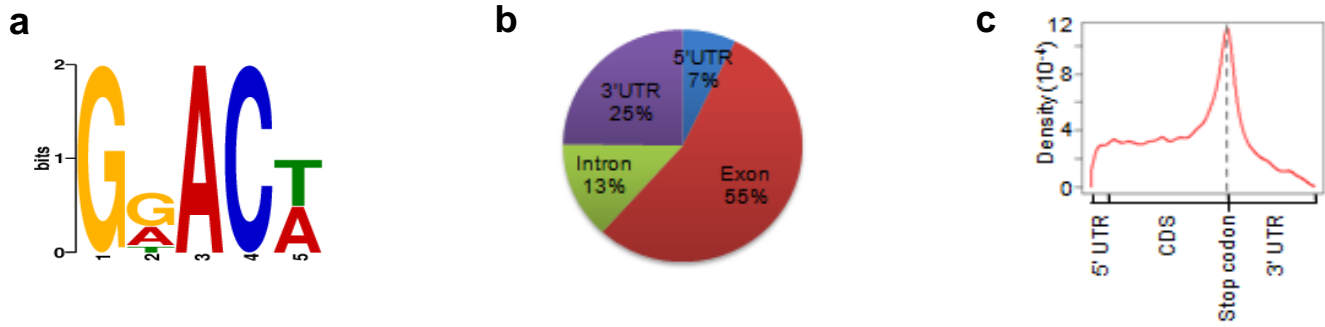

**Supplementary Figure 5 m<sup>6</sup>A features in mouse MSCs.**

(a) The “GGAC” sequence motif identified in MSCs m<sup>6</sup>A peaks. (b) Pie chart representing m<sup>6</sup>A peak distribution. (c) Metagene analyses revealed that the m<sup>6</sup>A sites were predominantly localized near the translation stop codons.

Figure 5f

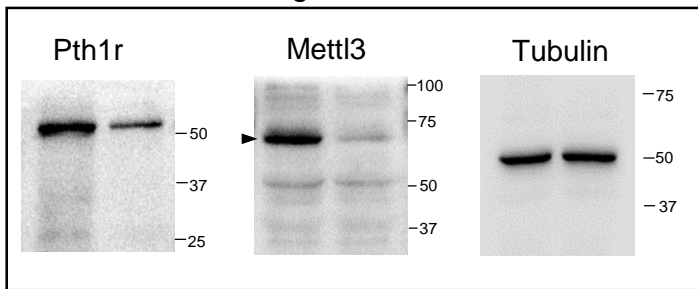

Figure 6b

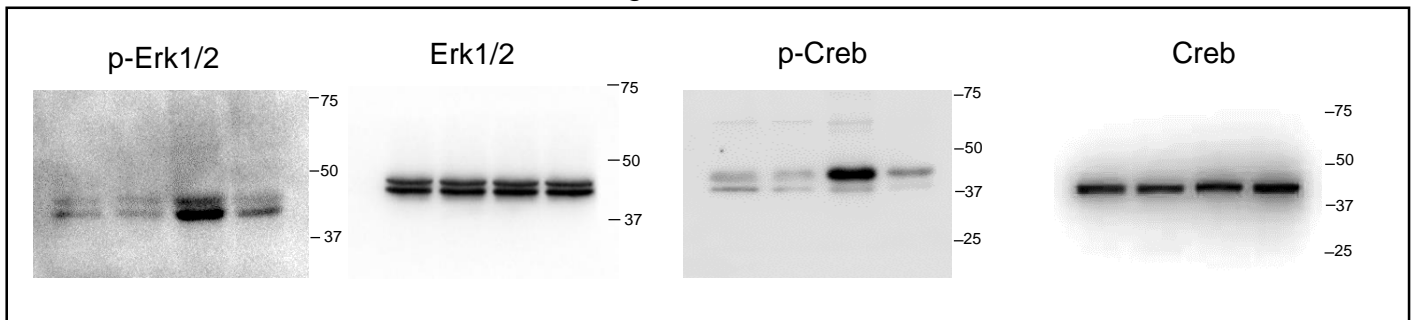

Figure 7a

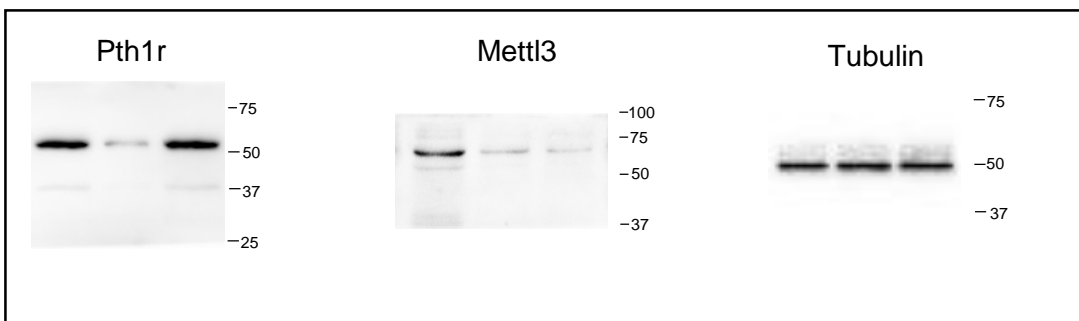

Supplementary Figure 2f

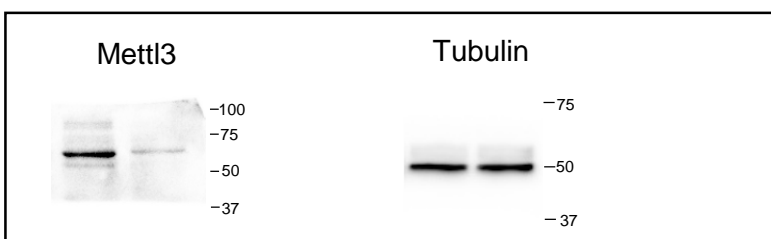

Supplementary Figure 6 Uncropped images of western blot.

**Supplementary Table 1. Primers for quantitative RT-PCR**

|                  |                          |
|------------------|--------------------------|
| Gapdh F          | ACTGAGGACCAGGTTGTC       |
| Gapdh R          | TGCTGTAGCCGTATTCATTG     |
| Runx2 F          | GGTACTTCGTCAGCATCCTATCAG |
| Runx2 R          | GCTTCCGTCAGCGTCAACAC     |
| Sp7 F            | ATGGCGTCCTCTCTGCTTG      |
| Sp7 R            | TGAAAGGTCAGCGTATGGCTT    |
| Alp F            | AACCCAGACACAAGCATTCC     |
| Alp R            | GCCTTTGAGGTTTTTGGTCA     |
| Bglap F          | TTGGTGCACACCTAGCAGAC     |
| Bglap R          | ACCTTATTGCCCTCCTGCTT     |
| 36B4 F           | TGAGATTCTGGGATATGCTGTTGG |
| 36B4 R           | CGGGTCCTAGACCAGTGTTCT    |
| C/ebp $\alpha$ F | ACTCCTCCTTTTCCTACCG      |
| C/ebp $\alpha$ R | AGGAAGCAGGAATCCTCC       |
| Pparg F          | CATCAGGCTTCCACTATG       |
| Pparg R          | CACAGCAAGGCACTTCTG       |
| Adiponectin F    | CGTCACTGTTCCCAATGT       |
| Adiponectin R    | ACCGTGATGTGGTAAGAG       |
| Plin1 F          | CCTGTGGTGAGCGGGACC       |
| Plin1 R          | GTGGACAGCCGACGGACC       |
| CD36 F           | GAGCAACTGGTGGATGGTTT     |
| CD36 R           | GCAGAATCAAGGGAGAGCAC     |
| Pth1r F          | CAGGCGCAATGTGACAAGC      |
| Pth1r R          | TTTCCCGGTGCCTTCTCTTTC    |

# Supplementary material for: Mettl3-mediated m6A RNA methylation regulates the fate of bone marrow mesenchymal stem cells and osteoporosis
**Source:** Nat Commun. 2018 Nov 14;9:4772. doi: 10.1038/s41467-018-06898-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Title:** Supplementary Dataset 1

**Description:** m6 A MeRIP-seq result in MSCs

How the deposited data were processed for this re-analysis (not part of the article)

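Both experiments used bone marrow MSCs of mice. The MeRIP-Seq data comprised 2 m6A immunoprecipitates and 2 inputs, and the RNA-seq data 2 libraries from Mettl3fl/fl and 2 from Prx1-Cre;Mettl3fl/fl mice, 4 in all. Genotypes and replicate numbers were taken from the sample labels and the legend of Fig. 5, in which the labels' wild type is Mettl3fl/fl. The labels give 2 days in osteogenic medium for every sample.

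For RNA-seq, the authors checked reads with FastQC and the FASTX toolkit, mapped them with HISAT2 and tested genes with Ballgown. The paper's text names neither the genome build nor the way reads were counted, and identifiers starting with MSTRG point to StringTie. The positions in the deposited expression table are those of GRCm38. The authors deposited estimated counts per gene, without normalization, of which 4035 to 4545 genes per library held a fraction. They also deposited a normalized value headed FPKM, which sums to 1000000 in each library, so that the deposited values are FPKM rescaled to TPM. All columns of per-library values were used. For MeRIP-Seq, the paper refers to earlier publications for mapping and peak calling. The deposited peak list holds the pileup signal at each summit, the fold enrichment as a ratio over the local background, and −log10 of the p-value and of the q-value, all made by the authors' peak caller and in the layout of MACS2 output. It is 1 list for all 4 samples, and the paper's text does not say whether they were pooled, so replicates cannot be compared. The positions in the deposited list, and the gene lengths and other positions used with it, are not scaled values.

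From the deposited table, 47643 of 47732 entries had a gene name. The 89 without one held 0.110% to 0.125% of the counts of a library and were left out of library sizes and tests. Estimated counts were rounded to whole numbers. Genes were filtered with edgeR's filterByExpr, scaled by TMM and tested with edgeR 4.0.16 (glmQLFit and glmQLFTest, two-sided, no block), with Benjamini-Hochberg adjustment over the 15327 genes tested. Standard errors were taken from the log2 fold change and its F statistic. Sets of genes were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry, in limma 3.58.1. The p-values of 12 lists were also adjusted together. The p-values of lists printed in the text, and the calls by camera's threshold, are those before this adjustment. A gene with at most 3 counts in each library of a group was given a bound in place of a fold change. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules.

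A library held between 23978099 and 34106693 counts. The 10 genes with the most counts took 8.31% to 9.40% of a library, and mitochondrial genes 1.87% to 2.37%. Replicate libraries were compared by a chi-square test over genes with at least 20 counts in the pair.

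The genes named in the text follow a rule set before the data were examined: each gene that the paper names in its results, the 5 largest rises and the 5 largest falls among genes past an adjusted p of 0.05 with at least 10 counts in every library of one group and no overlap between the groups, and the 2 genes with the highest mean of each list. Of these, 2 genes are not reported here. Non-overlap of 2 libraries against 2 arises by chance for 33.3% of genes. Other genes are named as members of a list, or as copies or neighbours of a named gene, and were chosen after their values were seen. The lists set beforehand, 14 in all, were the osteogenic genes, the adipogenic genes and other genes named by the paper, PTH-responsive genes, osteoblast matrix genes, other adipocyte genes, markers of macrophages, neutrophils, endothelial and erythroid cells, interferon response, cell cycle, the m6A machinery and sex-linked genes. After seeing the data, 3 were added: cartilage genes, other immediate early genes and other cAMP-responsive genes.

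Peaks were placed on the mm9 genome and the GENCODE vM1 annotation by their summit, in the order CDS, 3′UTR, 5′UTR, noncoding exon and intron. Of the peaks, 35 lay on unplaced sequence and were counted with those outside genes. GGAC was counted on the transcript strand of each peak within a gene and in both flanking windows of the same width, and all sequences of 4 bases were compared in the same way. For the distance to the stop codon, a window of 200 nt was used. Genes with a peak were set against genes without one by the difference of their median log2 fold changes, beside 10000 random lists matched on mean expression in 20 bins, and again on expression (10 bins) and gene length (5 bins). Comparisons between lists used permutation tests with 100000 resamples across genes, which are not independent replicates.

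The alternatives set before the data were examined were a fit with the replicate number as a block, no filter on low counts, median-of-ratios size factors, DESeq2 1.42.0, limma on log2(TPM + 0.1), an ordinary linear model on log2(TPM + 1), each library left out in turn, and for peaks each gene counted once per category, weighting by length, merging, the peaks above the median q-value, and the reverse complement strand for the motif. Fits on TPM used genes with a mean of at least 1. The plan had a pseudocount of 1 and limma as the main setting for normalized values, and counts were tested because they are deposited. The plan also expected a category for each peak in the deposited list, and the annotation was used in its place. Added after seeing the data were the knockout-labelled libraries summed to 1 sample, limma on log2(TPM + 1), scaling by library size only, windows elsewhere in the mature transcript, UTR taken before CDS, and the category covering most of a peak, measured every 10 nt.

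The programs were tested on simulated data. With 200 of 15327 genes changed by 2 on the log2 scale, edgeR recovered 97.0% of the changed genes among 15048 tested, and 6.83% of its calls were unchanged genes. DESeq2 recovered 93.4%, and limma on log2 values 100% among 13313 genes tested. The median fitted change of the raised genes was 2.03, and that of the lowered genes with 1 library left out was −2.03. Camera called 2 of 2 changed sets and 0 of 20 unchanged sets, and fry called 1 of the 20. Both groups were simulated with the same spread per gene, and genes were drawn independently. The real pairs differed in their biological coefficient of variation (12.3% control-labelled, 1.91% knockout-labelled). These rates therefore need not hold for the real data or for lists of genes that vary together. Of 17 checks of the peak programs with a known answer, 17 were passed. Other versions were R 4.3.3, Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, pysam 0.24.0, matplotlib 3.10.9 and samtools 1.23.1.

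The GSEA of Fig. 5d was not repeated, because the published list was not used here. The polysome, western blot, qRT-PCR, MeRIP-qPCR and animal experiments are not analysed here. Of Supplementary Data 1, 1998 of 9161 peaks were held, and no overlap with it was computed. Coordinates of the 2 genome builds were not converted into each other.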

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

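The results in this part come from genes that the paper does not discuss and that differ between the control-labelled (Mettl3fl/fl) and knockout-labelled (Prx1-Cre;Mettl3fl/fl) libraries. The lists of cartilage, other immediate early and other cAMP-responsive genes, and the tests of osteoblast-lineage cells, mature adipocytes and neutrophils, were chosen only after the results were seen. All adjusted p-values of single genes are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and every direction rests on the labels, since Mettl3 itself did not differ. Comparisons between lists are two-sided permutation tests across genes, which are not independent replicates.

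Cartilage genes were among the largest falls. Acan fell from 407 ± 116 to 0.871 ± 0.344 CPM (SD, n = 2), a log2 fold change of −8.91 (adjusted p = 1.6e-05). Lect1 measured 42.8 and 0.0628 CPM, with 0 and 4 counts in the knockout-labelled libraries (−9.15, adjusted p = 2.2e-05; −8.37 without knockout-labelled replicate 1, −13.27 without replicate 2). Ucma was at least 154-fold lower (bound −7.26 on the log2 scale). Col2a1, named after its value was seen, had 2405 and 2195 CPM in the control-labelled and 47.9 and 51.5 CPM in the knockout-labelled libraries. These genes prompted a list of 18 other cartilage genes, none of them in another list. All 14 that were tested were lower, 12 with an adjusted p under 0.05 over all genes tested and 13 adjusted over the list alone, and their median log2 fold change was −2.34. Hapln1 fell most (−6.75) and Wwp2, the highest expressed by the mean over both groups, fell by 0.85. In the control-labelled libraries alone Hapln1 was higher (148 CPM, against 102 CPM for Wwp2). The list was lower in camera (p = 4.8e-27) and fry (p = 0.00531), and with an estimated correlation p was 0.0521. A candidate explanation is a smaller number of cartilage cells in the knockout-labelled cultures, which this list could have gone against and did not. A lower expression of the same genes in cells of another type stays open, as does a difference in how the cultures were isolated, and neither was tested. Barx1, at least 74.7-fold lower (bound −6.22), is not in the list, and no explanation was tested for it.

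Immediate early genes and cAMP-responsive genes outside the PTH list bear on the fall of the PTH-responsive genes. The 16 other immediate early genes had a median log2 fold change of −0.48, with 12 lower and 4 higher (8 and 3 with an adjusted p under 0.05, 9 and 3 adjusted over the list alone, camera p = 3e-05, fry p = 0.00177, estimated correlation p = 0.0465). Fosb (−3.22), Ier3 (−2.54), Klf4 (−2.05), Dusp1 (−1.62), Btg2 (−1.30) and Zfp36 (−1.01) fell, and Ctgf rose by 1.00, Klf6 by 0.52 and Jun by 0.45, each with an adjusted p under 0.05. The PTH-responsive genes fell further than this list (permutation p = 0.0154). However, the PTH list itself holds immediate early genes that fell far, such as Nr4a3 (−8.66), Nr4a1 (−5.09), Junb (−2.29) and Fos (−1.93). The comparison depends on how such genes were divided between the lists, so it cannot decide on a lower immediate early response of any origin. Such a response stays open as part or all of the cause. The fall of the other immediate early genes was smaller on the TPM scale, with a median of −0.20 on log2(TPM + 0.1) and −0.19 on log2(TPM + 1). Fewer osteoblast-lineage cells cannot be told apart from other causes, because the lists of that lineage differ. The osteoblast matrix genes (median −0.75) fell less than the PTH-responsive genes (permutation p = 0.0118), while for the 4 osteogenic genes of Fig. 5c (median −1.53) no such difference was detected (permutation p = 0.455). The 11 other cAMP-responsive genes were lower as a set, which weaker cAMP signalling would need, but they went both ways, 7 lower and 4 higher, with a median of −0.28 (camera p = 7.4e-06, fry p = 0.00031, estimated correlation p = 0.0424). With an adjusted p under 0.05, 5 were lower and 1 was higher, also adjusted over the list alone. Pde4d (−3.18), Nfil3 (−2.31), Pde4b (−2.19), Fosl2 (−1.42) and Bdnf (−0.55) fell and Cited2 rose by 0.64. Weaker cAMP signalling therefore stays open, as does a change in PTH signalling, in time since the last medium change or in cell composition.

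Osteoblast matrix genes were lower in all 8 of the genes tested (median −0.75; 6 with an adjusted p under 0.05, also adjusted over the list alone; camera p = 4.1e-05, fry p = 0.0106, estimated correlation p = 0.0749). Sparc fell by 1.02 (adjusted p = 0.000265). Spp1, the highest expressed, measured 10246 ± 6199 and 5660 ± 48.2 CPM (SD, n = 2), and its change of −0.86 (adjusted p = 0.131) was −0.05 without control-labelled replicate 2. Runx2 is in this list and among the genes the paper names. The adipocyte genes that the paper does not show, such as Cidec (−2.54), Plin4 (−1.74), Scd1 (−0.71) and Pnpla2 (−0.39), had a median of −0.71, with 8 of 9 lower (7 with an adjusted p under 0.05, also adjusted over the list alone; camera p = 1.7e-05, fry p = 0.00484, estimated correlation p = 0.0679). This is the opposite direction to the adipogenic genes of Fig. 5c (permutation p = 0.00612 for the difference), which argues against a larger share of mature adipocytes in the knockout-labelled cultures as the cause of the rise of Pparg and the other genes of Fig. 5c. A change in the regulation of these genes, or in an early stage of adipogenesis, stays open and was not tested.

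The cell cycle list was lower in all 15 genes, each with an adjusted p under 0.05 (also adjusted over the list alone), with a median of −0.92 (Mki67 −0.65, Top2a −0.82; camera p = 2.1e-09, fry p = 0.00192, estimated correlation p = 0.0284). The range of the median over the fits that each left out 1 library was −0.98 to −0.84. Over the other alternatives it was −0.92 to −0.62, so neither a single library nor the scalings tried account for it. Growth, confluence and genotype were not separated by the design, and none of them was tested.

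The neutrophil list was lower in all 4 genes tested (median −1.88; 3 with an adjusted p under 0.05, also adjusted over the list alone; camera p = 2.7e-07, fry p = 0.00301, estimated correlation p = 0.0378). Lcn2 fell from 39.8 ± 0.532 to 1.84 ± 0.0985 CPM (SD, n = 2), a log2 fold change of −4.42. Mmp8 fell by 1.32 on the log2 scale. S100a8 changed by −2.43, from 92 and 96 counts to 19 and 12. The fall of S100a8 is what fewer neutrophils in the knockout-labelled cultures would give. Such cells would also bring their other abundant transcripts to the control-labelled libraries, yet 5 genes of the list (S100a9, Ngp, Ltf, Mpo and Retnlg) had 0 counts in all 4 libraries, which argues against this explanation for the list as a whole. Expression of Lcn2, Mmp8 and S100a8 by other cells of the culture stays open.

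The 5 largest rises by fitted value were in genes that were nearly absent from the control-labelled libraries. Where both control-labelled libraries had 0 counts only a bound is known, so the place of these genes among the rises is not established. Gm15698 rose from 0.301 ± 0.0759 to 42.4 ± 0.318 CPM (SD, n = 2; log2 fold change 7.10, adjusted p = 2.9e-06). With 0 counts in both control-labelled libraries, Morc1 was at least 21.4-fold higher (bound 4.42 on the log2 scale), Inmt at least 13.2-fold (3.72), Gm14139 at least 5.08-fold (2.34) and Gm14820 at least 4.64-fold (2.22). Gm44170 was at least 23.7-fold lower (−4.57), with 36 and 136 counts in the control-labelled libraries, so that the bound was 8.60-fold without control-labelled replicate 2 and 38.9-fold without replicate 1. Gm14820 overlaps Suv39h1 and Gm44170 overlaps Sec61a1 on the opposite strand, and both have fractional counts, so their reads are shared and their values uncertain. Strain differences between the mice were not tested, and no explanation was tested for the other genes.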

How the results depend on the processing

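Scaling by library size only, limma on log2(TPM + 1), the sum of the knockout-labelled libraries, and the settings UTR before CDS and category covering most of a peak were chosen after seeing the data, and the other alternatives before. Of 61 single genes tested, 47 passed an adjusted p of 0.05 in edgeR. In the ordinary linear model 41 of the single genes lost significance, with the knockout-labelled libraries summed 9, with limma on TPM 5 at either pseudocount, and with DESeq2 2 (Bglap and Cd36). With the sum these included Bglap, Bglap2, Plin1, Runx2, Cd36, Rplp0, Pnpla2 and C1qb, and with limma on TPM Bglap2, Runx2, Cd36 and Rplp0. Without the filter 4 genes passed in addition (Alkbh5, Spp1, Lyz2 and Xist), with the block 1 (Spp1), with library size only 1 (Alkbh5), and in the ordinary linear model Fto, in the other direction. Median-of-ratios size factors changed no single gene in direction or call except the sign of Pth1r. Leaving out 1 library moved the value of a single gene by more than its spread in 29 cases. Near 0, Mettl3 (−0.0326) turned positive without control-labelled replicate 1 (0.00108) or knockout-labelled replicate 2 (0.0183), and Hprt without control-labelled replicate 1 (0.0370). Without control-labelled replicate 2 Alkbh5 was at 0.139.

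The osteogenic, adipogenic and PTH-responsive lists kept their direction under every alternative with a test, with medians of −1.53 to −1.14, 0.90 to 1.04 and −2.16 to −1.96. In camera with the preset correlation they also stayed past the threshold under each of these. With an estimated correlation in the main fit, the osteogenic list did not pass (camera p = 0.0505). The total of differentially expressed genes moved by more than 1.5 times in the fits on TPM, and with the sum by adjusted p, but not by the paper's criterion (1516 genes, 483 higher and 1033 lower, against 1611). Limma on log2(TPM + 0.1) called 2867 of 13222 genes (1664 higher, 1203 lower, 58.0% higher against 44.9% in edgeR), of which 2584 were also called by edgeR, and 1011 by the paper's criterion (605 lower). Limma on log2(TPM + 1) called 2848 (1650 higher, 1198 lower), and 732 by the paper's criterion (281 higher, 451 lower). The ordinary linear model called 115 (57 higher, 58 lower), and 624 by the paper's criterion (238 higher, 386 lower). The sum gave 1981 genes (752 higher, 1229 lower), 1979 of them also called with the libraries apart. With fewer samples in the fit a lower count is built in, and for the TPM fits the cause was not tested. DESeq2 called 3862, and 5874 of 23515 genes passed without the filter. Median-of-ratios size factors gave 4660. Scaling by library size only gave 2334 higher and 2343 lower. The median log2 fold change of all genes was −0.00378 in edgeR, 0.0258 by library size only, 0.0998 on log2(TPM + 0.1) and 0.0920 on log2(TPM + 1), so small rises on the TPM scale are partly this shift.

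Pth1r lay so near 0 that its sign changed without the filter (0.000286), with median-of-ratios size factors (0.000941), DESeq2 (0.000626) and library size only (0.0256). On the TPM scale Pth1r moved further. It was at 0.343 with limma on log2(TPM + 0.1) and at 0.322 with both the ordinary linear model and limma on log2(TPM + 1). Its adjusted p ranged from 0.122 to 0.999 over its alternatives. Fto reversed on log2(TPM + 0.1) (0.165) and log2(TPM + 1) in both models (0.160). In the ordinary linear model Fto passed as higher (adjusted p = 0.0348, in a range of 0.0348 to 0.580 over its alternatives). Hprt reversed likewise (0.0880 and 0.0876) and by library size only (0.0159). The median change of all genes in the same fits was higher still (0.0998, 0.0920 and 0.0258). A shift of all genes is therefore enough to account for the sign of Hprt. By library size only, the value of Pth1r (0.0256) was also under this median. On the TPM scale Pth1r and Fto lay above the median of all genes, and the cause was not tested.

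Of the other lists, the genes named by the paper outside Fig. 5c (median −0.131) passed camera's threshold without the filter (−0.127) and with the sum (−0.135), and reversed on log2(TPM + 0.1) (0.00447) and log2(TPM + 1) (0.00654 in both models). The macrophage list (0.136) passed it without the filter (0.138), with DESeq2 (0.141), on log2(TPM + 0.1) (0.241), on log2(TPM + 1) in both models (0.240) and by library size only (0.165). The endothelial list passed it without the filter (1.49). On the TPM scale the endothelial list did not pass, but its median was larger, 2.05 on log2(TPM + 0.1) and 1.15 on log2(TPM + 1). The interferon list reversed on log2(TPM + 0.1) (0.0241). The m6A machinery list passed camera's threshold with DESeq2 (0.103), on log2(TPM + 0.1) (0.195) and on log2(TPM + 1) in both models (0.186). The cause was not tested.

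Over the 4 fits that each left out 1 library, the median of a list ranged from 0.892 to 0.903 (adipogenic), −1.06 to −0.588 (osteoblast matrix), −0.927 to −0.708 (other adipocyte), −2.18 to −1.61 (neutrophil), 0.450 to 0.649 (endothelial), −0.977 to −0.836 (cell cycle), 0.0928 to 0.140 (m6A machinery), −2.67 to −1.97 (cartilage) and −0.608 to −0.345 (immediate early). The interferon list ranged from −0.492 (without control-labelled replicate 2) to 0.157 (without replicate 1), the macrophage list from 0.133 to 0.247 (without control-labelled replicate 2; 0.242 without replicate 1), and the sex-linked list from 0.00473 (without control-labelled replicate 2) to 0.936 (without replicate 1). The difference between genes with and without an m6A peak ranged from 0.141 to 0.175.

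The replicate numbers do not pair the libraries. Deviations from the group means of libraries with the same number had a correlation of 0.03 across genes, and the labels give no shared litter or day. With the replicate number as a block, 4881 genes passed (2253 higher, 2628 lower), 4445 of them also without the block.

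Among peaks within genes, the shares left their 95% intervals in these cases. With each gene counted once per category, 5′UTR was 7.16%, CDS 55.5% and 3′UTR 29.5%. Weighted by length, 5′UTR was 4.04%, CDS 65.0%, noncoding exon 1.74%, intron 4.59% and 3′UTR 24.6%. Among peaks above the median q-value, noncoding exon was 1.45%, intron 4.66% and 3′UTR 27.2%. With UTR before CDS, 5′UTR was 6.96%, CDS 56.6% and 3′UTR 28.7%, and by the category covering most of a peak CDS was 58.0% and intron 8.01%. For the first, second and last 2 settings the way of counting is itself the cause, and for the peaks above the median q-value the cause was not tested. The order of CDS, 3′UTR and the rest was kept throughout. Merging changed nothing, because no peaks touched. The excess of GGAC was 20.0 percentage points against the reverse complement strand.

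Depth limits the low genes. Bglap had 17 to 60 counts per library, and of the erythroid list no gene had enough counts to be tested.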

Differences from the paper's values

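The share of peaks in introns was 5.66% of the peaks within genes, against about 13% in the paper's Supplementary Fig. 5b, read by eye. It was 5.56% with each gene counted once per category, 4.59% weighted by length, 5.66% after merging and 4.66% among peaks above the median q-value, so none of the alternatives set before the data were examined closed the gap. By the category covering most of a peak, a setting chosen after seeing the values, it was 8.01%, which did not close it either. None of these settings varied the peak list or the gene annotation. Supplementary Data 1 gives 9161 peaks and the deposited list 10160, so the paper's figure may rest on other peaks.

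The paper describes the m6A peak on Pth1r as highly enriched. In the authors' deposited list its fold enrichment of 2.56 ranked 8845 of 10160 peaks, and its pileup of 93 fragments ranked 2646.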

Other observations

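The tests of a duplicated library, macrophages and the sex of the mice in this part were chosen only after the results were seen. All adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Directions are of the knockout-labelled against the control-labelled libraries.

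The knockout-labelled libraries were much closer to each other than the control-labelled ones. Over genes with whole counts, the chi-square statistic was 1.43 times its expectation in the former pair, with 4 of 10375 genes past a Bonferroni threshold, and 21.7 times in the latter, with 1619 of 10785. In the knockout-labelled pair it was 1.35 at 20 to 99 counts, 1.87 from 10000 counts to under 100000 and 6.47 above that. In the control-labelled pair it rose from 2.63 to 111 and 1273. Sampling noise alone therefore does not account for the spread of the knockout-labelled pair. A single RNA sample or library sequenced in 2 runs and a pair of very similar cultures cannot be told apart, because the ratio rose with the counts but far less than in the control-labelled pair, and the spread that preparation, sequencing and read assignment add to sampling noise was not measured. A spread set too low by this pair cannot be excluded as a source of calls either. With the pair summed to 1 sample, 1979 of the 4677 genes (42.3%) passed in both fits, which does not decide it, since a group of 1 sample lowers the count by itself. The groups are too small for a test over other splits, since 2 libraries against 2 allow few of them.

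Mettl3 did not differ at the level of the gene, with a log2 fold change from −0.08 to 0.02 when each library was left out. Since exon 2 and exon 3 are the deleted part, counts per exon, which are not analysed here, would be needed to see the deletion. The m6A machinery list, Mettl3 included, had a median of 0.10 (17 genes tested of 19, 13 higher and 4 lower, camera p = 0.156, fry p = 0.00315, estimated correlation p = 0.288). Zc3h13 (0.32), Rbm15b (0.42) and Cbll1 (0.36) were higher with an adjusted p under 0.05, 2 genes when adjusted over the list alone. Alkbh5 (0.21, adjusted p = 0.063), Ythdf3 (0.14), Mettl14 (0.17), Wtap (0.08) and Fto (−0.13) did not pass in edgeR.

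A difference in the sex of the mice does not account for the differences between the groups. Xist was at 527 CPM or more in all 4 libraries (highest 814) and Ddx3y had 0 counts in each. Kdm5d had 14 to 41 counts, partly fractional. The sex-linked list had 2 genes tested, with a median of 0.38 (Xist 0.28, Kdm5d 0.47; camera p = 0.551, fry p = 0.418, estimated correlation p = 0.710), none with an adjusted p under 0.05, also adjusted over the list alone. Without control-labelled replicate 2 the change of Xist was 0.01, and without replicate 1 it was 0.62. For Kdm5d the range was −0.000877 to 1.25.

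Macrophage genes were abundant in all libraries. The 15 genes of the list held 2.28% to 3.00% of the counts, Lyz2 ranked 2 and C1qa 32 of 47643 genes by mean TPM, and Col1a1, a gene of the mesenchymal lineage, ranked 370. The median change of the list was 0.14, with 11 higher and 4 lower (6 higher with an adjusted p under 0.05, also adjusted over the list alone; camera p = 0.0557, fry p = 0.0013, estimated correlation p = 0.178). Lyz2 changed by 0.22 (adjusted p = 0.342; −0.02 without control-labelled replicate 1, 0.51 without replicate 2) and C1qb by 0.29 (adjusted p = 0.0108). The list rose less than the adipogenic genes of Fig. 5c (two-sided permutation test across genes, p = 0.00168), which argues against a larger share of macrophages as the cause of the rise of the latter. Expression of part of these genes, such as Lpl and Fabp4, by macrophages at an unchanged share stays open and was not tested.

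Genes with an m6A peak rose slightly relative to genes without one. The hypothesis was that methylated transcripts change in level when the methyltransferase is lost. Of 5940 genes with a peak, 5849 were in the expression table and 5687 were tested. Their median log2 fold change was 0.09, against −0.07 for 9640 genes without a peak, a difference of 0.15. None of 10000 random lists matched on expression reached it (95% of them lay between −0.00144 and 0.0220). Longer genes are more often marked (median length 4701 against 3258 bases), and with matching on expression and length the random lists reached 0.0558 at their upper limit, so gene length does not account for the whole difference. Among genes with a peak, 1288 were higher and 763 lower with an adjusted p under 0.05 (36.1%), and among the others 812 and 1814 (27.2%). The shift is small, the comparison is across genes, which are not independent replicates, and cell composition and GC content were not tested as causes.

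Of the marker genes of Fig. 5c, Sp7 had 1 peak, Cebpa 2 and Adipoq 1. Alpl, Bglap, Dlx5, Pparg, Fabp4, Lpl, Plin1 and Lipe had 0, as did Runx2 and Mettl3.

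Some of the other genes that the paper names also differed here. The genes named by the paper outside Fig. 5c had a median of −0.13 (4 of 15 higher, 11 lower; 1 and 6 with an adjusted p under 0.05, 2 and 6 adjusted over the list alone; camera p = 0.0625, fry p = 0.0194, estimated correlation p = 0.329). Runx2 fell by 0.48 (adjusted p = 0.0106, partly fractional counts), but changed by only −0.07 in the ordinary linear model on log2(TPM + 1). It did not pass with the knockout-labelled libraries summed (adjusted p = 0.0870) or with limma on log2(TPM + 0.1) (0.537), in a range of 6e-05 to 0.543 over its alternatives. Cd36 fell by 0.66 (adjusted p = 0.0287; −0.35 without control-labelled replicate 1), whereas the paper shows it higher under adipogenic conditions in Fig. 2d. Cd36 did not pass in DESeq2 (adjusted p = 0.0690), with that sum (0.0733), with limma on log2(TPM + 0.1) (0.257) or in the ordinary linear model (0.514), in a range of 1.9e-16 to 0.514 over its alternatives. Tnfsf11 fell by 4.96 (adjusted p = 6.3e-05) and Tnfrsf11b by 1.72 (adjusted p = 0.000295). Prrx1, whose regulatory sequence drives the Cre of these mice, rose by 1.05 (adjusted p = 0.00015). Lepr changed by −0.72 at 19 to 37 counts (adjusted p = 0.163). Of genes commonly used as references, Gapdh fell by 0.56 (adjusted p = 0.00153) and Rplp0 by 0.31 (adjusted p = 0.0174), and Hprt did not differ (−0.01, adjusted p = 0.892).

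The remaining lists gave no clear direction. The endothelial list had 4 of 8 genes tested, 2 higher and 2 lower (median 0.49; camera p = 0.0713, fry p = 0.0093, estimated correlation p = 0.209), with 2 higher and 1 lower at an adjusted p under 0.05, also adjusted over the list alone. Kdr rose by 2.14 and Emcn by 3.47, from 0.519 to 5.65 CPM (2.92 without control-labelled replicate 1, 4.23 without replicate 2). On the TPM scale 3 endothelial genes were tested, with a median of 2.05 on log2(TPM + 0.1) and 1.15 on log2(TPM + 1). The interferon list had 5 of 13 genes higher and 8 lower (median −0.24; 3 lower with an adjusted p under 0.05, also adjusted over the list alone; camera p = 0.551, fry p = 0.493, estimated correlation p = 0.867), with Bst2 at 0.17 (adjusted p = 0.371; 0.39 without control-labelled replicate 1, −0.02 without replicate 2). No erythroid gene of the 7 in the table was tested, and Hbb-bs had at most 2 counts in a library.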
